# Mesenchymal stem cells use extracellular vesicles to outsource mitophagy and shuttle microRNAs

**DOI:** 10.1038/ncomms9472

**Published:** 2015-10-07

**Authors:** Donald G. Phinney, Michelangelo Di Giuseppe, Joel Njah, Ernest Sala, Sruti Shiva, Claudette M. St Croix, Donna B. Stolz, Simon C. Watkins, Y. Peter Di, George D. Leikauf, Jay Kolls, David W. H. Riches, Giuseppe Deiuliis, Naftali Kaminski, Siddaraju V. Boregowda, David H. McKenna, Luis A. Ortiz

## Abstract

Mesenchymal stem cells (MSCs) and macrophages are fundamental components of the stem cell niche and function coordinately to regulate haematopoietic stem cell self-renewal and mobilization. Recent studies indicate that mitophagy and healthy mitochondrial function are critical to the survival of stem cells, but how these processes are regulated in MSCs is unknown. Here we show that MSCs manage intracellular oxidative stress by targeting depolarized mitochondria to the plasma membrane via arrestin domain-containing protein 1-mediated microvesicles. The vesicles are then engulfed and re-utilized via a process involving fusion by macrophages, resulting in enhanced bioenergetics. Furthermore, we show that MSCs simultaneously shed micro RNA-containing exosomes that inhibit macrophage activation by suppressing Toll-like receptor signalling, thereby de-sensitizing macrophages to the ingested mitochondria. Collectively, these studies mechanistically link mitophagy and MSC survival with macrophage function, thereby providing a physiologically relevant context for the innate immunomodulatory activity of MSCs.

## Abstract (web summary)

The physiological role of crosstalk between mesenchymal stem cells (MSC) and macrophages is unclear. Here, Phinney *et al*. show that MSCs transfer mitochondria to macrophages under oxidative stress, and desensitize macrophages to mitochondria by using microvesicles to repress Toll receptor signalling.

Mesenchymal stem cell (MSC)-based therapies have yielded beneficial effects in a broad range of animal models of disease and several human clinical trials. Nevertheless, their mode of action *in vivo* remains ambiguous. Early studies indicated that MSCs promoted tissue repair via direct differentiation; however, data showing cells that exhibited transient and low engraftment *in vivo* rebutted this hypothesis. It is now believed that MSCs achieve a therapeutic effect *in vivo* via paracrine action^1^,^2^,^3^. This paradigm shift was based initially on studies indicating that conditioned medium from cultured MSCs reproduce some of the beneficial effects of intact cells^4^,^5^. Subsequent studies have identified a long list of paracrine-acting factors secreted by MSCs that contribute to their therapeutic potency^1^,^2^,^3^. More recent studies indicate that the cells also shed extracellular vesicles including exosomes (50–100 nm in diameter) and microvesicles (MVs; 0.1–1 μm in diameter) into the extracellular space^6^,^7^,^8^,^9^,^10^,^11^ and that MSC-derived exosomes protect mice from myocardial or renal ischaemia, and pulmonary arterial hypertension^12^,^13^,^14^,^15^. While the isolation of exosomes requires differential ultracentrifugation, MVs can be isolated from cell culture supernatant by low-speed centrifugation^16^,^17^,^18^,^19^. The role of MVs in MSC biology is largely unknown.

MSCs reside within the bone marrow stem cell niche and regulate haematopoietic stem cell (HSC) maintenance via crosstalk with macrophages^20^,^21^,^22^,^23^,^24^,^25^. The bone marrow niche represents a low-oxygen environment, and changes in oxygen concentration affect MSC and HSC fate^26^,^27^. We recently reported that culture expansion of MSCs in atmospheric oxygen induces mitochondrial oxidative stress (mtROS) that compromises cell growth and survival^28^. However, the programme regulating the quality control of mitochondria in MSC is poorly understood. Mitophagy and allophagy regulate mitochondrial numbers in stem cells and mediate the maternal inheritance of mitochondrial DNA (mtDNA) by facilitating the elimination of paternal mitochondria^29^. Recent studies indicate that mitochondria can be transferred between cells, and cross-talk between MSCs and renal, myocardial and lung epithelial cells involve mitochondrial transfer^30^,^31^,^32^. For example, MSCs introduced into the lungs of lipopolysaccharide (LPS)-treated mice form connexin 43 gap junctional channels and transfer mitochondria to the alveolar epithelium^33^. However, circulation of mitochondria induces inflammatory responses similar to sepsis^34^. These inflammatory responses have been attributed to the release by mitochondria of damage-associated molecular patterns including mtDNA, which stimulate pattern recognition receptors^34^,^35^,^36^. Therefore, while mitochondrial transfer is purported to contribute to the paracrine action of MSCs, its physiological relevance is unclear. Indeed, loss of mitochondria is likely to have detrimental effects on cell survival.

We hypothesized that oxidative stress and mitochondrial dysfunction induce cell survival mechanism in MSCs that include mitochondrial transfer, thereby providing a physiological relevant explanation for this behaviour. To test this hypothesis, we studied mitophagy in MSCs and the role of macrophages in this process since these two cell types are in close proximity within the HSC niche^20^,^24^,^25^. We demonstrate that under standard culture conditions MSCs undergo mitophagy and use arrestin domain-containing protein 1-mediated MVs (ARMMs) to unload mitochondria, which are engulfed by macrophages and re-utilized to increase bioenergetics. Moreover, we show that MSCs tolerize macrophages to mitochondrial transfer by shedding exosomes that modulate Toll-like receptor (TLR) expression and inflammatory signalling via transfer of regulatory microRNAs both *in vitro* and in an *in vivo* model of lung injury.

## Results

### MSCs undergo mitophagy in response to oxidative stress

Human MSCs shed from their surface a diverse subpopulation of vesicles. To characterize these vesicles, we performed electron microscopy on those recovered from MSC-conditioned medium by differential ultracentrifugation (100,000 *g* for 18 h). This analysis demonstrated the presence of 50–100-nm vesicles that are morphologically consistent with exosomes (Fig. 1a, left). Flotation of the 100,000 *g* pellets on sucrose gradients followed by western blot and fluorescent activated cell sorting (FACS) further demonstrated that these vesicles expressed the exosomal markers’ milk fat globule factor 8 (Mfge8) and the tetraspanins CD9 and CD63, respectively (Supplementary Fig. 1A). Centrifugation of conditioned medium at low speeds (10,000 *g*) revealed the presence of larger vesicles (>100 nm) that contain subcellular mitochondrial structures including outer and inner membranes and cristae, and expressed the mitochondria-specific protein ATP synthase as evidenced by immuno-gold labelling (Fig. 1a, centre and Supplementary Fig. 1B). MSCs also release larger multivesicular bodies containing lysosome-like vesicles and entire mitochondria, suggesting that these organelles were selected for mitophagy by targeting to autophagosomes (Fig. 1a, right).

To determine whether culture expansion of MSCs impairs mitochondrial function, we expanded cells under physiological oxygen levels (5% O_2_) or standard culture conditions (21% O_2_) and quantified mtROS levels and mitochondrial membrane potential by staining with MitoSOX Red and JC-1, respectively^37^. FACS analysis of stained cells confirmed that exposure to 21% oxygen resulted in a significant increase in mtROS (Fig. 1b) and a concomitant decrease in mitochondrial membrane potential as demonstrated by the accumulation of JC-1 monomers (Fig. 1c). Moreover, western blot analysis revealed that prolonged exposure to 21% oxygen activated the Pink1/Parkin-mediated pathway of mitophagy in MSCs but not in human fibroblasts cultured under identical conditions (Fig. 1d). Herein, increased mitochondrial expression of Parkin and Pink1 kinase was accompanied by Pink1 kinase activation as evidenced by the presence of lower molecular weight moieties of the protein and reduced Miro levels in mitochondrial extracts from P4 versus P1 MSCs (Fig. 1c and Supplementary Fig. 1C). Importantly, Pink1 targets Miro for degradation, thereby severing the connection of the mitochondria to the cytoskeleton and facilitating its incorporation into the phagosome^38^. Consistent with these results, western blot analysis also revealed that mitochondria-containing MVs expressed microtubule-associated protein 1 light chain 3 (LC3) and autophagy-related protein 12, which are highly enriched in MVs as compared with whole-cell extracts (Supplementary Fig. 1D). Therefore, these MVs are characteristic of autophagosomes^39^.

### MSCs package mitochondria in MVs for cellular transfer

To examine mitophagy in MSCs in more detail, MSCs were infected with baculoviruses encoding green fluorescent protein (GFP) fused to the E1alpha pyruvate dehydrogenase leader peptide, which drives transport to the mitochondria, and LC3 fused to a red fluorescent protein (RFP) to allow tracking to the phagophore^39^,^40^. Fluorescent microscopy confirmed that the GFP-labelled mitochondrial network is in close proximity to RFP-LC3-labelled phagosomes (Fig. 2a). Live cell imaging further revealed that mitochondria are loaded in the cytoplasm into LC3-containing vesicles, which migrate towards the cell periphery and are incorporated into outward budding blebs in the plasma membrane (Fig. 2b–d and Supplementary Movie 1). Western blot analysis further revealed that RFP-LC3-MVs also expressed the endosomal sorting complex required for transport (ESCRT)-associated proteins’ tumour suppressor gene 101 (TSG101) and arrestin domain-containing protein 1 (ARRDC1)^11^,^41^ (Supplementary Fig. 1D). Collectively, these results indicate that MSCs employ the release of ARMMs to extrude mitochondria at their cell surface. Moreover, MSCs exhibited marked increases in apoptosis when treated with Bafilomycin A1 or low concentrations (3–5 μM) of chloroquine, which block the mitophagy flux, indicating that this process is critical for MSC survival (Supplementary Movie 2).

Next, we co-cultured GFP-labelled human MSCs from above with primary human or mouse macrophages. Live cell imaging revealed that macrophages nibble the plasma membrane of MSCs, establishing cell contact at areas where membrane blebs are enriched in RFP-labelled vesicles, which are subsequently stripped by the macrophage (Fig. 2e–h and Supplementary Movie 3). This activity was also observed between mouse macrophages and primary human MSCs (Fig. 3a and Supplementary Movies 4 and 5) but was not evident when macrophages were co-cultured with mouse or human fibroblasts (Supplementary Fig. 2). In a subsequent experiment, we co-cultured the macrophage cell line RAW 264.7 with human MSCs containing RFP-labelled mitochondria (10:1 ratio) for 4 h and recovered macrophages using FACS after staining with antibodies that recognize macrophage epitopes (that is, F4/80) not expressed by MSCs. Sorted macrophages were cultured for up to 2 weeks in RPMI media, which do not support MSC expansion and survival. Fluorescent microscopy of these macrophages revealed clear evidence of cell-associated RFP derived from human MSCs (Fig. 3b). To confirm these findings, we demonstrated using PCR amplification that these macrophages expressed the mitochondrial specific transcript human cytochrome *c* oxidase I (MT-COX I), which was confirmed on the basis of the restriction fragment pattern obtained after digestion of the PCR product with Bfa1 (Fig. 3b). This PCR product was not detected in mouse macrophages because of limited sequence homology between the two genes^30^ but was detected in human MSC-derived MVs as expected (Fig. 3c and Supplementary Fig. 3A). Lastly, we co-cultured Cy5-labelled human MSCs with macrophages that were pre-incubated with or without dextran sulfate (100 μg ml^−1^), a nonspecific inhibitor of phagocytosis. Live cell imaging showed phagocytosis of MVs by macrophages over a period of 18 min, and confocal microscopy confirmed that the engulfed Cy5-labelled vesicles resided within the cell body of the macrophage (Supplementary Movie 6). However, MV uptake was blocked in macrophages pre-treated with dextran sulfate as evidenced by the accumulation of Cy5-labelled MVs on the macrophage surface (Supplementary Movie 7).

To track the *in vivo* transfer of mitochondria, we systemically administered RFP-labelled human MSCs into C57BL/6 mice expressing a GFP reporter under control of the endothelial specific Tie2 promoter. At 24 h post injection, GFP-labelled endothelial cells, epithelial cells and macrophages that contained RFP-labelled mitochondria were visible (Supplementary Fig. 3B). Bfa1 digestion of mouse lung DNA following intravenous administration of human MSCs, exosomes or MVs yielded a pattern of restriction similar to those observed in RAW 264.7 macrophages (Fig. 3d). To follow the fate of viable human MSCs in the mouse lung, we measured the abundance of human-specific GAPDH transcripts via reverse transcriptase–PCR (RT–PCR)^42^. Human GAPDH mRNA was not detected in the lung tissue of untreated mice but was detected at 3 days post injection of human MSCs or human fibroblasts (Fig. 3d). However, expression rapidly declined and was no longer evident by 14 or 28 days post transplant, consistent with the clearance rate of cells from lung tissue. Expression of human COXI mRNA in mouse lung mirrored that of human GAPDH following injection of human fibroblasts and was detected at 3 days but not 14 or 28 days post transplant. In contrast, human COXI transcripts were detected up to 28 days post injection of human MSCs, indicating that mouse lung tissue retained mtDNA long after the disappearance of viable human MSCs (Fig. 3d). Thus, MSC-derived vesicles constitute an effective mechanism to transfer mtDNA into the mouse lung.

### MSC extracellular vesicles enhance macrophage energetics

To study the effect of MVs on macrophage bioenergetics, we analysed oxygen consumption rates (OCRs) using the SeaHorse technology. Human macrophages exhibit higher basal OCR than human MSCs or human fibroblasts (Fig. 4a). Co-culture of macrophages with human MSCs (Mac+hMSC) or MSC-derived exosomes (Mac+Exo) but not human fibroblasts (Mac+Fibro) significantly (analysis of variance (ANOVA) followed by Student–Neuman Keuls (SNK) *post-hoc* pairwise comparisons) increased their OCR, suggesting that MSCs or MSC-derived exosomes alter macrophage bioenergetics (Fig. 4a). Next, we repeated these measurements after treatment of cells with oligomycin A, an inhibitor of ATP synthase, which is required for the oxidative phosphorylation of ADP to ATP. These conditions differentiate ATP-linked respiration from the proton leak. Macrophages exhibited a higher level of proton leak as compared with human MSCs and fibroblasts, and proton leak was significantly (ANOVA followed by SNK *post hoc* pairwise comparisons) reduced following co-culture with human Mac+Exo but not Mac+Fibro (Fig. 4a). Co-culture with human MSCs (Mac+hMSC) also significantly (ANOVA followed by SNK *post hoc* pairwise comparisons) reduced proton leak in macrophages. We also repeated the OCR measurements following treatment of cells with the uncoupling agent carbonyl cyanide 4-(trifluoromethoxy) phenylhydraone (FCCP) to determine how cells respond to an increase in ATP demand. All three cell types responded to FCCP treatment with increased OCR, and the magnitude of the response was greater in macrophages as compared with human MSCs and fibroblasts. Moreover, OCR was significantly increased in FCCP-treated macrophages following co-culture with human MSCs (Mac+hMSC) or human Mac+Exo but not Mac+Fibro (Fig. 4a).

To examine the effect of MSC or exosomes on macrophage bioenergetics under conditions of altered homeostasis, we exposed macrophages to silica particles. Silica exposure results in a burst of mtROS production as evidenced by changes in MitoSOX Red fluorescence intensity; however, this effect is largely mitigated in macrophages incubated with human MSC-derived exosomes (Fig. 4b,c). Silica exposure also decreased macrophage OCR, but this decrease was reversed by co-culture with human MSCs or human MSC-derived exosomes but not with human fibroblasts (Fig. 4d). The fact that transfer of partially depolarized mitochondria from MSCs to macrophages enhances that macrophage bioenergetics appears paradoxical. However, loss of mitochondrial membrane potential as a result of MSC expansion is not absolute as mitochondria exhibit residual membrane potential as evidenced by the concentration of JC-1 aggregates (Fig. 1c). This indicates that the mitochondrial membrane is not collapsed and the mitochondria are still capable of undergoing fusion. To determine whether these mitochondria are recycled in macrophages by fusion, we co-cultured human MSCs with macrophages after labelling cells with two different MitoTracker dyes (Red and Green)^43^. Live cell imaging clearly demonstrated the transfer and subsequent fusion (yellow colour in merged images) of RFP-labelled, human MSC-derived mitochondria with GFP-labelled mitochondria within human macrophages (Fig. 5). These data indicate that under oxidative stress MSCs outsource mitophagy to macrophages to unload partially depolarized mitochondria, which are recycled via fusion by macrophages thereby enhancing their bioenergetics.

### MSC-derived exosomes are enriched in microRNAs

Exosomes transfer RNAs between cells^8^. We hypothesized that this process may be exploited by MSCs to tolerize macrophages against mitochondrial transfer. To explore this possibility, we analysed the RNA content of human MSC-derived exosomes. 

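RNA was profiled on one-colour Agilent human microRNA arrays, on which Cy3-labelled RNA binds probes for known mature microRNAs and the brightness of each spot reports how much was bound. The labels list 3 MSC samples and the exosomes derived from each of them, with 3 arrays per sample, which makes 9 arrays of exosomes and 9 arrays of their parent MSCs. The paper reports 5 donors. Which arrays its values rest on, whether a sample is a single donor, and whether its 3 arrays hold the same RNA or separate cultures, is not given in the sources used here, so every array that carried hybridization signal was used. Each array held 15024 spots of 2689 probes for 939 microRNAs, of which 851 were human and 88 viral. The authors extracted the spots with Agilent Feature Extraction 10.7.1.1, which subtracts the background of each spot, and deposited these intensities without scaling between arrays, together with a table of normalized log2 values.

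Both hybridization and labelling are followed on these arrays by spike-in RNAs of known identity. On 2 of the 3 exosome arrays of MSC sample 1, the hybridization spike-in gave signals of 16.0 and 1.00, against 59645 to 170234 on the other 16 arrays, and 0 microRNAs were well above background. These 2 arrays were left out, a choice made after their values were seen, so the exosomes of MSC sample 1 rest on 1 array. On the 7 exosome arrays used, between 18 and 209 microRNAs were well above background (median 28), compared with 80 to 263 on the 9 MSC arrays (median 139). The summed signal of all microRNAs ranged from 1689 to 174335 on exosome arrays (median 2731) and from 8066 to 193206 on MSC arrays (median 25063). A labelling spike-in ranged from 12.1 to 7205 on exosome arrays (median 654) and from 1474 to 7067 on MSC arrays (median 4644), and on 6 of the 7 exosome arrays it was below that of every MSC array. The number of arrays and the few microRNAs detected in exosomes limit the precision.

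Spots marked as outliers by the extraction software were left out, the remaining spots were averaged per probe and the probes per microRNA. Each array was scaled to the 75th percentile over the microRNAs well above background on all 16 arrays. There were 7 of these, namely miR-1228, miR-1234, miR-1280, miR-630, miR-638, miR-923 and miR-940. Every difference is therefore relative to the 75th percentile of these 7 microRNAs, whose own log2 differences between exosomes and MSCs ranged from -1.82 to 0.18, with 3 of them, miR-1280, miR-940 and miR-923, named after their values were seen, past the threshold as lower. Scaled signals below 1 were set to 1, log2 values were averaged over the arrays of a sample, and exosomes were compared with MSCs over 3 samples each with limma's moderated test and Benjamini-Hochberg adjustment. The test covered 136 microRNAs that were well above background on all 3 arrays of at least 1 sample, and the exosomes of MSC sample 1, with a single array, were not counted for this.

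**Figure D1:**
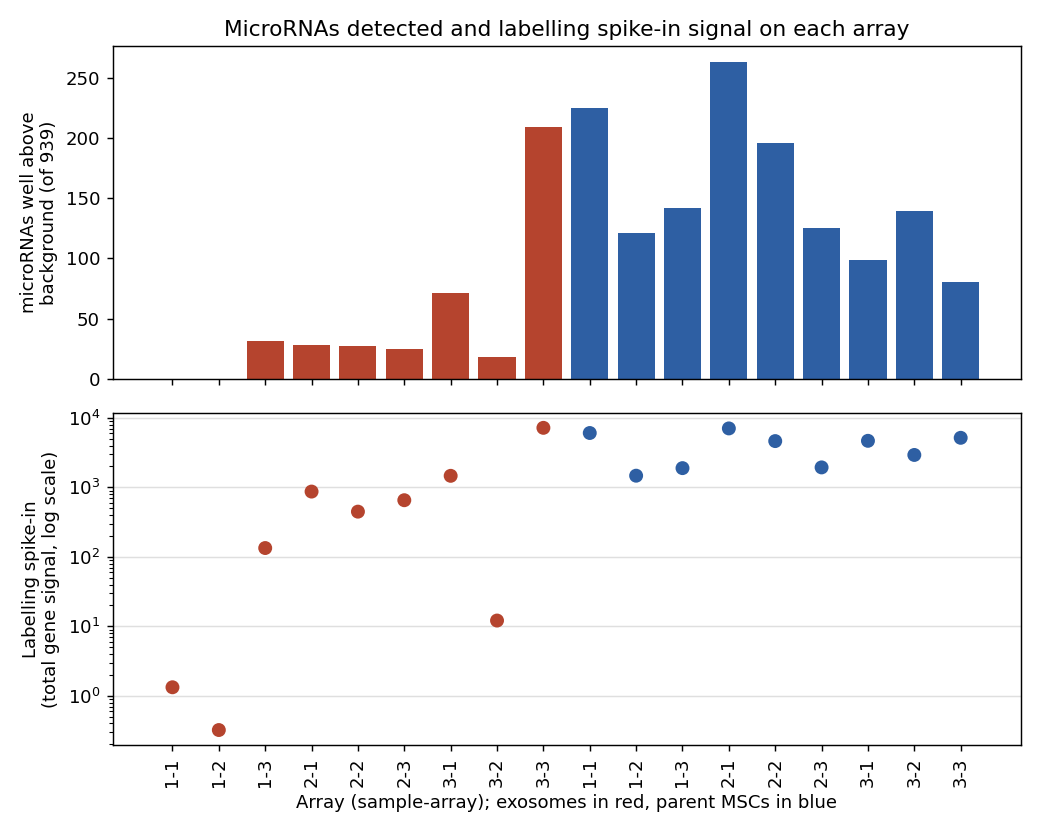
Upper panel, number of microRNAs well above background on each array, of 939; lower panel, signal of a labelling spike-in on each array, on a log scale. Each bar or point is 1 array, with exosomes in red and parent MSCs in blue; arrays 1-1 and 1-2 of exosomes have 0 microRNAs and spike-in signals of 1.33 and 0.32, and exosome array 3-3 lies within the range of the MSC arrays in its number of microRNAs, at 209, and above the highest of them in its spike-in signal, at 7205 against 7067.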

Using microRNA microarray analysis, we identified 156 (45 increased; 111 decreased) microRNAs that differed (log2>1.0, *P*<0.05 (ANOVA followed by Holm–Sidak *post hoc* pairwise comparisons) in abundance between exosomes compared with their parent MSCs. 

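In the deposited arrays, 119 of the 136 tested microRNAs (87.5%) differed between exosomes and their parent MSCs by more than 1 on the log2 scale at an adjusted p under 0.05 (limma, 3 samples each). Signal was higher in exosomes for 1 of them, miR-451, and lower for 118. For many of the lower ones, such as let-7d and miR-103, every exosome sample lay at the minimum of the scale, with an SD of 0. Their standard errors and p-values therefore do not measure the spread of exosome content. Since limma shares spread between microRNAs, those of other microRNAs may be too small as well. The median log2 difference between exosomes and MSCs over the tested microRNAs was -4.40, and the 118 lower ones ranged from -9.10 to -1.42. The median was -8.13 with the minimum set at the lowest scaled signal well above background on any array, and -1.20 with normexp background correction. That minimum, 0.018, comes from exosome array 3-3. On the other arrays the lowest such signal ranged from 0.68 to 10.97, so there the minimum lies below what was detected. The size of the median therefore depends on how dim signals are handled. The median also depends on the detection filter. Without it, 164 of all 939 microRNAs differed, 162 of them lower, and the median was 0. Of the 118 lower microRNAs, 69 were well above background on all 9 MSC arrays. In exosomes, 21 of the 118 were not well above background on any of the 7 arrays, 73 were on 1 array and 5 on all 7. For let-7a, let-7i, miR-29a and those of the 73 named below, the 1 array was exosome array 3-3. Its scaling factor of 0.00697 put some detected signals, as for let-7i and miR-29a, below the minimum. Outside that 1 array the decreases of the 73 rest on exosome signals not well above background. For the 21, the decrease is a bound, which ranged from at least 2.01-fold to at least 19.8-fold lower. The bound compares the brighter group's mean with a level on each array of the dimmer group. That level is the higher of the array's own lowest scaled signal well above background and the microRNA's signal. The 17 microRNAs that did not pass lay between -1.72, for a microRNA not well above background on any exosome array, and 0.18.

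How many microRNAs were higher depended on the scaling between arrays. With the 75th percentile taken over all microRNAs of the array, 22 were higher and 100 lower, and with quantile normalization 27 were higher and 97 lower. In the authors' deposited normalized table, over the same 16 arrays and the same 136 microRNAs, 23 were higher and 96 lower. In that table, over these 16 arrays, 561 microRNAs that were detected on no array lie 0.53 higher in exosomes on the log2 scale (median). Without any scaling, 1 was higher and 102 were lower. Scaling to the labelling spike-ins, which was chosen after the data were seen, gave 21 higher and 66 lower. With the deposited table taken over all 18 arrays as replicates, every microRNA tested and the paper's one-way ANOVA without adjustment, a combination also chosen after the data were seen, 53 were higher and 120 lower.

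The arrays lay on 3 slides, each holding both groups, with 2, 2 and 3 of the exosome arrays used and 3 MSC arrays. With the arrays of a slide as replicates, 115, 108 and 127 microRNAs differed within the slides, and all 119 microRNAs had the same direction of change within every slide as over the samples. The paper called a microRNA different by its log2 change and by one-way analysis of variance with Holm–Sidak comparisons, and it states that MSC-derived exosomes are enriched in microRNAs. Its Methods add that quantitative RT–PCR was used in some cases to check the array data, without naming the microRNAs.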

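The microRNAs with the largest differences were examined by name. On these arrays miR-451, which has since been renamed miR-451a, is measured by a probe with the active sequence AACTCAGTAATGGTAACGGTTT, and the deposited annotation places it on chromosome 17 at position 24212550, on an array design annotated on hg18. It was well above background on 7 of 7 exosome arrays and on 0 of 9 MSC arrays. Its scaled log2 signal was 6.11 ± 1.15 (SD, n = 3 samples) in exosomes and 0.04 ± 0.08 (SD, n = 3) in MSCs, which makes it at least 18.1-fold higher in exosomes (adjusted p = 1.15e-05 from limma with Benjamini-Hochberg adjustment). The log2 difference in the 3 samples was 7.28, 5.22 and 5.68, each against MSC values at or near the minimum of the scale.

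The microRNAs miR-1202 (chromosome 6, position 156309644), miR-630 (chromosome 15, position 70666678) and miR-638 (chromosome 19, position 10690107) did not differ by more than the spread between samples. For miR-1202 the log2 difference between exosomes and MSCs was -0.80 (standard error 0.81, adjusted p = 0.362 from limma), and it went both ways, at -2.76, -1.33 and 1.67 in the 3 samples and at 3.81, -1.19 and -2.84 within the 3 slides. The log2 difference of miR-630 was 0.18 (standard error 0.42, limma adjusted p = 0.691) and that of miR-638 was -0.23 (standard error 0.49, limma adjusted p = 0.661). Both belong to the 7 microRNAs that set the scaling. The scaling moved these values most. In the authors' deposited normalized table, over the 16 arrays, the log2 differences of miR-1202, miR-630 and miR-638 were 5.13, 5.61 and 5.36, each past the threshold, and under quantile normalization they were 3.96, 4.82 and 4.42. Without scaling they were 0.26, 1.24 and 0.83, and none of the 3 passed.

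At the other end, miR-125b (chromosome 21, position 16884449) fell to a scaled log2 signal of 0.74 ± 0.48 (SD, n = 3) in exosomes from 9.84 ± 0.36 (SD, n = 3) in MSCs. The log2 difference was -9.10 (standard error 0.34, adjusted p = 2.32e-07 from limma), and it was -8.80, -9.98 and -8.51 in the 3 samples. Only 2 of the 7 exosome arrays measured it well above background, against 9 of 9 MSC arrays, so its value in exosomes rests largely on signals below that level. For miR-21 (chromosome 17, position 55273419), well above background on 6 of the 7 exosome arrays and on all 9 MSC arrays, the scaled log2 signal was 4.41 ± 1.05 (SD, n = 3) in exosomes and 12.84 ± 0.46 (SD, n = 3) in MSCs, with a log2 difference of -8.43 (standard error 0.54, limma adjusted p = 1.54e-06) and values of -7.43, -9.33 and -8.52 in the 3 samples. On 1 MSC array, 3-3, miR-21 was at 11.43, below the 12.59 to 13.31 of the others. Over 50 other settings of the processing both stayed lower in exosomes, miR-125b between -9.96 and -4.17 and miR-21 between -9.04 and -3.88. The 10 largest decreases that ran the same way in all 3 samples were those of miR-125b, miR-24, let-7b, miR-23a, let-7a, miR-23b, let-7f, miR-100, miR-21 and miR-29a. Apart from miR-21, these were well above background on only 1 or 2 of the 7 exosome arrays. Their order therefore rests in part on exosome signals below that level. It did not simply follow their level in MSCs, which among those other than miR-21 was highest for let-7a, at 10.35. The order changed with the minimum at the detection level of exosome array 3-3, where miR-29a was at -11.31 and miR-125b at -9.96. Of the 10 microRNAs that Fig. 6a shows as increased in exosomes, 3 had a positive log2 difference and 1, miR-451, passed the threshold, while miR-1207-5p and miR-1225-5p passed it as lower. These calls of lower signal were lost in 4 and 15 of the 22 cases in which a sample or array was left out, and neither passed by the paper's test on the same values. All 10 passed as higher in the deposited normalized table over the 16 arrays and under quantile normalization. All 11 microRNAs that Fig. 6a or the text gives as decreased passed as lower.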

The 10 microRNAs that exhibited the greatest increase included miR451a (316-fold), miR1202 (45-fold), miR630 (40-fold) and miR638 (28-fold), while microRNAs that exhibited the greatest decrease in exosomes and were enriched in MSCs included miR125b (148-fold) and miR21 (91-fold; Fig. 6a,b). This pattern of microRNA expression was conserved in MSC-derived exosomes obtained from five human donors (Fig. 6c,d).

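The deposited arrays cover 3 MSC samples, each compared with its own exosomes. Across the 136 tested microRNAs, the log2 differences between exosomes and MSCs of samples 1 and 2 correlated with a Pearson's r of 0.960 (Spearman's rho 0.956), those of samples 1 and 3 with an r of 0.859 (rho 0.906), and those of samples 2 and 3 with an r of 0.887 (rho 0.928). These correlations are across microRNAs, which are not independent replicates. Of the 118 lower microRNAs, 94 were well above background on at most 1 exosome array, and where exosomes are at the minimum the difference is the negative of the level in MSCs. Over the tested microRNAs the mean difference had an r of -0.779 with the mean MSC level, so the correlations in part restate how alike the MSC samples were (r from 0.909 to 0.965). Over the 14 tested microRNAs that were well above background on all 7 exosome arrays, a comparison chosen after the data were seen, the lowest, median and highest r of the pairs of samples were 0.448, 0.503 and 0.954. Of the 119 microRNAs that differed, 117 changed in the same direction in all 3 samples. The exceptions were miR-1207-5p and miR-1225-5p, which were lower in samples 1 and 2 and at 0.02 and 0.19 in sample 3. With each sample or array left out in turn, the median r of the pairs of samples stayed between 0.845 and 0.960. It moved most, to 0.713, when the background was corrected with the normexp method on the median spot and background signals.

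**Figure D2:**
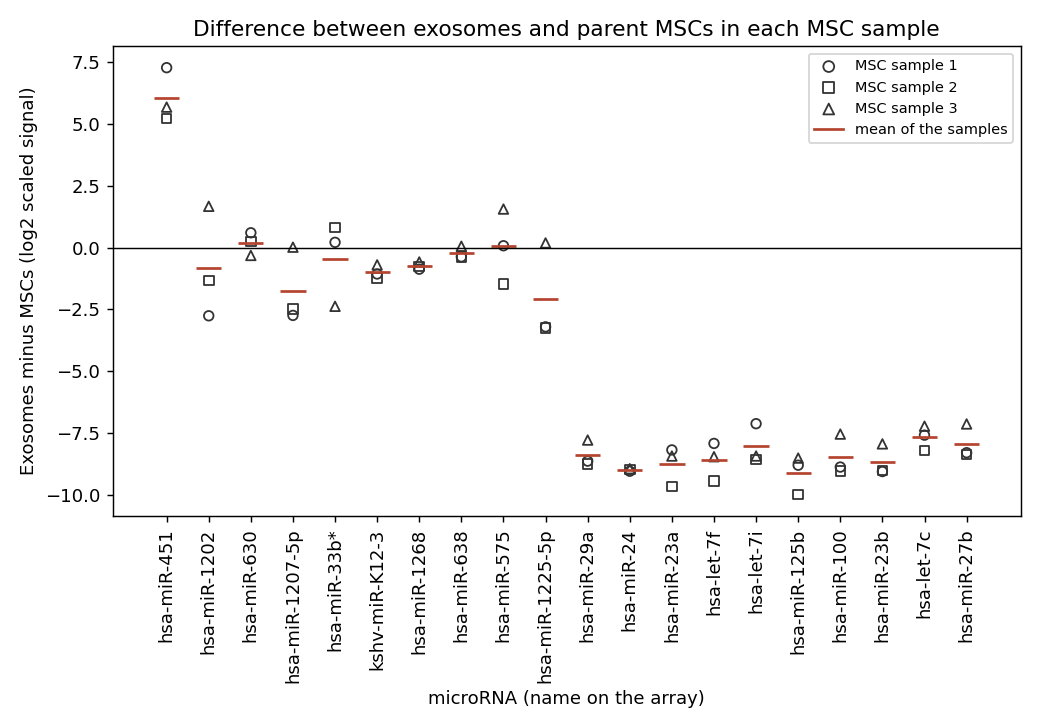
Log2 difference between exosomes and their parent MSCs, in scaled signal, for the 20 microRNAs named in Fig. 6a. Circles, squares and triangles are MSC samples 1, 2 and 3, and each red line is the mean of the 3 samples; miR-451 lies above 0 in all samples, the 10 microRNAs on the right lie below 0 in all samples, and several of those between them go both ways. For 7 of the 10 on the left the mean turns from below 0 to above 0 in the deposited normalized table over the 16 arrays, with quantile normalization, with the percentile taken over all microRNAs and with scaling to the labelling spike-ins.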

### MSC-derived exosomes inhibit TLR signalling in macrophages

Mitochondrial uptake can induce inflammation via activation of pattern recognition receptors^34^. Therefore, given the presence of mtDNA and microRNAs in MSC-derived MVs and exosomes, respectively, we hypothesized that exposure to these vesicles would tolerize macrophages to mitochondrial transfer by inducing changes in TLR expression. Subsequently, we profiled the expression of 84 TLR-associated transcripts in mouse macrophages. We contrasted these results with those observed in macrophages that were co-cultured with mouse or human MSCs, human MSC-derived exosomes or silica particles, which when phagocytized induce macrophage activation^44^. Co-culture of macrophages with MSC-derived exosomes induced nuclear translocation of the transcription factor NF-κB (Fig. 7a) resulting in significant changes (>2.5-fold increase or decrease) in expression of 50 of the 84 TLR-associated transcripts (Fig. 7b). For example, compared with silica-exposed macrophages those treated with exosomes exhibited significant (>2.5-fold) increases in transcripts associated with cytokine signalling including interleukin (IL)-1β, prostaglandin endoperoxide synthase 2 (PTGS2, aka COX2), granulocyte colony-stimulating factor 3 (CSF3), IL-10, chemokine (C–C motif) ligand 2 (CCL2, aka MCP-1), NF-κB-chemokine (C–X–C motif) ligand 10 (CXCL10), tumour necrosis factor (TNF) and reticuloendotheliosis oncogene (Rel; Fig. 7b). In contrast, transcripts encoding proteins involved in MyD88-dependent signalling (MyD88, TLR 1,4,5,7,8 and 9, IRAK1 and TRAF6), TRIF-dependent signalling (TLR adaptor molecule 1 (TICAM1) and TICAM2) and TLR-related signalling (CD80, CD86, IL-2, IL-12, Interferon gamma, PGLYRP1 and CSF2) were downregulated.

MSCs secrete PGE2 that acts on prostaglandin receptors of LPS-stimulated macrophages to enhance their production of the anti-inflammatory cytokine IL-10 (ref. 45). However, this effect of MSCs was abrogated in macrophages from TLR4, MyD88, TNFR1 or COX2-deficient mice^45^. Consistent with these results, exosome treatment of non-stimulated macrophages augmented secretion of PGE2, TNF, IL-10 and IL-1-receptor antagonist (Fig. 7c), which may reprogramme macrophages^3^. These responses recapitulate those observed when macrophages are exposed to intact human or mouse MSCs, except that IL-6, CSF2 and IL-1 receptor 1 were increased more following exposure to mouse MSCs (Fig. 7b).

Subsequently, we treated TLR-signalling-deficient macrophages (TLR4^−/−^, TLR9^−/−^, MyD88^−/−^) or scavenger receptor-deficient macrophages (MARCO^−/−^) with MSC-derived exosomes. As shown in Fig. 7c, PGE2 production was similar following exosome treatment in all signalling-deficient macrophages as compared with wild-type cells from strain-matched C57BL/6J or BALB/CJ mice. In contrast, secretion of TNF and IL-10 was significantly (ANOVA followed by SNK *post hoc* pairwise comparisons) reduced in TLR4^−/−^ and MYD88^−/−^ macrophages as compared with wild-type cells following exosome treatment, and IL-10 secretion was also significantly reduced in macrophages from TLR9^−/−^ mice (Fig. 7c). These data confirm the importance of TLRs and in particular MyD88-dependent pathways in mediating exosome-induced effects on macrophage function. Lastly, we showed that pre-incubation with dextran sulfate significantly (ANOVA followed by SNK *post hoc* pairwise comparisons) reduced the release of PGE2, TNF and IL-10 by exosome-treated macrophages, confirming the need for phagocytosis of MSC-derived vesicles in this process (Supplementary Fig. 4A).

To examine the role of microRNAs in macrophage tolerization, we treated RAW 264.7 cells, which use TLRs to recruit autophagy proteins in phagosomes to degrade its cargo^46^, with exosomes derived from human MSCs transfected with or without an short-hairpin RNA (shRNA) designed to inhibit DICER expression in the presence or absence of indomethacin, a cyclooxygenase inhibitor (Supplementary Fig. 4B). Treatment of naive RAW 264.7 macrophages with native exosomes enhanced TNF and reduced TLRs and MyD88 mRNA expression over 24 h (Fig. 7c), while treatment of silica-exposed macrophages with exosomes ameliorated TLR7 induction following silica exposure (Fig. 7c). Pre-incubation of RAW 264.7 macrophages with indomethacin before treatment with native exosomes, or treatment with exosomes from DICER knockout MSCs significantly (ANOVA followed by SNK *post hoc* pairwise comparisons) reduced the observed effects on TLR mRNA expression (Fig. 7c) and reduced secretion of proteins such as TNF, MIP, MCP1, KC and IP-10 associated with macrophage activation (Supplementary Fig. 4B,C). The inhibitory effects of indomethacin were restricted to TLR4 and MyD88 mRNA, while the effects of DICER-deficient exosomes were of greater magnitude and also involved negative regulation of TLR 7 and 9 (Fig. 7c). Concomitant treatment with indomethacin and exosomes from DICER-deficient exosomes demonstrated additive effects (Fig. 7c).

Importantly, miR-451 is one of the most abundantly expressed microRNAs in MSC-derived exosomes, but its maturation occurs independent of DICER^47^. Therefore, its expression is not altered in exosomes from DICER knockdown MSCs. 

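The unscaled signal of miR-451 was read on each exosome array. On the 7 arrays with hybridization signal its total signal, as summed over its probes by the extraction software, was 219 for MSC sample 1, 15.3, 42.4 and 222 for the 3 arrays of MSC sample 2, and 197, 54.6 and 15454 for the 3 arrays of MSC sample 3. On the 9 MSC arrays it lay between -0.48 and 1.27, and it was not well above background on any of them. Signals of different probes are not compared, since the brightness of a spot also depends on how well its probe binds, so these values give no rank of miR-451 among the microRNAs of exosomes. Exosomes from DICER knockdown MSCs were not analysed here.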

MiR-451 negatively regulates cytokine production in dendritic cells infected with influenza virus^48^. Consistent with these results, transfection of RAW 264.7 macrophages with a miR-451 mimic significantly (Student’s *t*-test) decreased TNF mRNA expression in non-stimulated macrophages, and inhibited mRNA expression and protein release in silica-exposed macrophages (Supplementary Fig. 4D). In contrast, treatment of cells with a miR-451 antagomir yielded the opposite result. These data confirm a role of exosome-derived microRNAs in regulating cytokine expression in macrophages.

### MSC exosomes attenuate monocyte activation and silicosis

Circulating MVs enter the bone marrow and reprogramme cells to express proteins of the tissue of vesicle origin^49^. Ly6C^hi^ monocytes are recruited from the bone marrow into the lung in response to injury and play an important role in the pathogenesis of lung fibrosis^50^,^51^. Therefore, we investigated whether MSC or their exosomes are capable of altering the lung recruitment and cytokine production of Ly6C^hi^ monocytes in mice following silica exposure. As shown in Fig. 8a, FACS identified a limited number of Ly6C^hi^ monocytes in the normal mouse lung, which was significantly (ANOVA followed by SNK *post hoc* pairwise comparisons) increased by 72 h post exposure to silica. Moreover, high expression of CCR2 and release of inflammatory (TNF, CCL2 and CXCL1) and fibrotic (transforming growth factor β (TGFβ) and IL-10) mediators indicate that these monocytes are activated (Fig. 8b). In contrast, intravenous administration of human MSCs (500,000 cells) or freshly isolated human MSC-derived exosomes (∼3 × 10^11^ exosomes containing 40 μg protein) at 24 h post-silica exposure (0.2 g·kg^−1^) significantly reduced the extent of Ly6C^hi^ monocyte infiltration into the lung and secreted levels of inflammatory mediators (Fig. 8a,b).

Silica induces inflammation and collagen deposition in peri-bronchiolar, silicotic nodule and peri-vascular regions of the lung (Fig. 9a). These lesions are associated with enhanced numbers of inflammatory cells (although the percentage of macrophages decreases, there is an increase in neutrophils and lymphocytes) in bronchoalveolar lavage fluid (BALF, Fig. 9b), significant deposition of lung collagen as measured by hydroxyproline (Fig. 9c) and enhanced expression of pro-inflammatory cytokines (TNF and IL-6) and fibrotic mediators (IL-10 and α(I) collagen) by 14 and 28 days after silica exposure (Fig. 9d). Intravenous administration of human MSCs or exosomes 3 days after silica exposure reduced the size of the silicotic nodules (Fig. 9a), the total number of white blood cells in BALF (Fig. 9b) and expression of inflammatory and pro-fibrotic genes in the lung (Fig. 9d). Administration of exosomes significantly (ANOVA followed by SNK *post hoc* pairwise comparisons) reduced the accumulation of neutrophils and lymphocytes in BALF, while MSCs only reduced the accumulation of neutrophils and induced a slight (<1%) increase in eosinophil count (Fig. 9b). In contrast, the intravenous administration of human fibroblasts significantly exacerbated the inflammatory and fibrotic responses to silica (Fig. 9a–c). Exosomes, but not MSC or fibroblast administration, reduced the accumulation of hydroxyproline in lung tissue 28 days after silica (Fig. 9c).

## Discussion

MSCs modulate macrophage function by a variety of mechanisms, and this crosstalk contributes to their anti-inflammatory activity but the physiological relevance of this crosstalk remains obscure particularly as it relates to the survival and function of MSCs. In this study, we report that during their *ex vivo* culture MSCs transfer partially depolarized mitochondria to macrophages as a pro-survival mechanism in response to oxidative stress and that these mitochondria are repurposed via a process involving fusion to increase macrophage bioenergetics. Moreover, we show that MSCs also desensitize macrophages to mitochondrial transfers by repressing TLR-signalling. Our data indicate that MSCs employ two different types of MVs to achieve these goals. MSCs load mitochondria in the cytoplasm into LC3 containing MVs that are recovered from cell culture media with low-speed centrifugation. These MVs express the ESCRT-I-associated proteins TSG101 and ARRDC1 and are extruded from cells in ARMMs^11^, which bud outwards directly from the plasma membrane where they are identified by macrophages. MSCs also shed exosomes that modulate TLR signalling and cytokine secretion in macrophages, in part, by transfer of regulatory microRNAs.

Previous reports indicate that mitochondria transferred by MSCs improve the energetic activity of the alveolar epithelium of LPS-treated mice^30^,^31^,^32^,^33^ and animal models of rotenone-induced airway injury^52^. However, the beneficial effects of mitochondria were limited to acceptor cells almost completely deficient of mitochondrial function^30^,^53^. Therefore, it is unclear whether rescue is because of the transfer of mitochondria, mtDNA or release of other mediators by MSCs^33^. Importantly, the bone marrow niche contains few, if any, epithelium, so the physiological relevance of this is unclear.

Our data suggest that mitochondrial transfer by MSCs is not altruistic but rather may serve to enhance MSCs’ cell survival by unloading partially depolarized mitochondria. Elimination of depolarized mitochondria is a priority for MSCs that experience high mtROS generation when cultured under atmospheric oxygen tension^28^ since inhibitors of the mitophagy flux induce MSC apoptosis. Unexpectedly, MV-mediated mitochondrial transfer augments macrophage function by improving mitochondrial bioenergetics. As reported for the alveolar epithelial cells, recovery of the energetic function of macrophages is characterized by an increased ability to generate ATP under conditions in which the cells exhibit mitochondrial uncoupling or an enhanced proton leak, and involves protection of the macrophage by reducing mtROS generation. This outcome is consistent with data indicating that transfer of mitochondria, even if partially depolarized, is followed by fusion inside the acceptor macrophage. Notably, several studies have reported that transfer of only a few mitochondria is sufficient to rescue cells depleted of mtDNA by culture in ethidium bromide^30^,^54^,^55^. Furthermore, the current study confirms evidence that exosomes, which do not carry mitochondria, contain nucleic acids^56^, including mtDNA that can be transferred, long term, *in vivo* to the lung. Presence of mtDNA inside exosomes is not surprising as mtDNAs are dispersed throughout the mitochondrial network as histone-free nucleoids with an average size in mammals under 100 nm, and contain a single copy of mtDNA per nucleoid^57^. However, we cannot completely exclude the possibility that the exosome preparations could be contaminated by apoptotic bodies.

Accumulation of mtDNA that escapes mitophagy induces TLR 9-mediated inflammation that in the case of cardiac muscle is associated with heart failure^35^ and mice transplanted with cells harbouring allogeneic mtDNA trigger MyD88 responses to reject these cells^36^. Therefore, silencing TLR responses in macrophages is likely necessary to induce tolerance to transferred mitochondria. Consistent with this hypothesis, we demonstrate that uptake of MSC-derived exosomes represses TLR signalling in macrophages and the production of inflammatory mediators by targeting pathways (TLRs and NF-κB) central to inflammation.

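Similarity between exosome preparations was measured from the scaled log2 signals of the 136 tested microRNAs. Over the 21 pairs of the 7 exosome arrays, Pearson's r across microRNAs ranged from 0.665 to 0.963 (median 0.839) and Spearman's rho from 0.49 to 0.89 (median 0.73). The 15 pairs of arrays from different MSC samples had a median r of 0.845, and the 6 pairs from the same sample a median r of 0.819. All 6 pairs of the same sample lay on different slides, and over the 10 pairs of different samples that also lay on different slides the median r was 0.816, while the 5 pairs that shared a slide had a median r of 0.886. The arrays of a sample are not known to be repeats of a single preparation. MicroRNAs are not independent replicates, and many of the tested ones were below background on most exosome arrays, so that their values lie at or near the minimum on several arrays alike.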

Interestingly, microRNAs present in MSC-derived exosomes are highly conserved between human MSC donors. One such microRNA, miR-451, is highly abundant in exosomes but is expressed at low levels in macrophages and dendritic cells where it regulates cytokine production^58^,^59^,^60^. 

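In the deposited arrays, the size of the difference in miR-451 between exosomes and parent MSCs depended on the processing, while its direction did not. Within the 3 slides, the log2 difference was 4.13, 5.80 and 6.62, against MSC values at or near the minimum of the scale. Over 50 other settings the lower bound on its fold increase ranged from 2.66-fold, with normexp background correction, to 634-fold, in the authors' deposited normalized table over the 16 arrays, and it passed the threshold as higher in exosomes in all 50. Without the single array of MSC sample 1 the increase was at least 11.5-fold. The microRNA miR-144, which the deposited annotation places near miR-451 on chromosome 17, at position 24212747, was well above background on 4 of the 7 exosome arrays and on no MSC array. Of 13 other microRNAs on a list for red blood cells, 3 were tested, all of them also found on MSC arrays, and their median log2 difference was -4.89. Macrophages and dendritic cells were not analysed here.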

Mir-451 is known to suppress TNF, and macrophage migration inhibitory factor, which inhibits the anti-inflammatory effects of glucocorticoids and negatively regulates p38 MAPK signalling to protect from diabetic nephropathy^48^,^58^,^59^,^60^. Indeed, ectopic expression of a mir-451 mimic in macrophages inhibits TNF secretion in response to silica. Consistent with these findings, MSC-derived exosomes prevent the recruitment of Ly6C^hi^ monocytes and reduces secretion of pro-fibrotic IL-10 and TGFβ by these cells in the lung of silica-exposed mice. Therefore, these data suggest that, as tested *in vitro*, immunomodulatory activities may have evolved, in part, as a mechanism by which MSCs survive oxidative stress and serendipitously confers on cells the ability to suppress inflammation, in lung injury models. Indeed, our data illustrate a physiological role for the innate immune regulatory activity of MSCs, and in doing so further highlights the important association between MSCs and macrophages *in vivo*.

## Methods

### Human MSC and cell lines

Human MSCs were harvested from small volume aspirates of the iliac crest bone marrow from five healthy adult volunteers by the Center for Preparation and Distribution of Adult Stem Cells formerly at the Tulane University School of Medicine (New Orleans, LA). The Institutional Review Board at the Tulane University approved the procedures involved in the procurement of these cells as previously described^61^. Human MSCs were also provided by the National Heart Lung and Blood Institute (NHLBI)-sponsored Production Assistance for Cellular Therapies Program at the University of Minnesota. Adult normal human dermal or lung fibroblasts were commercially obtained from Lonza (Walkersville, MD). Mouse MSCs were isolated from FVB/NJ or C57BL/6J mice (The Jackson Laboratory) as previously described^28^. All studies employing human or mouse MSCs were performed using low-passage (1–4) populations. Primary mouse macrophages were isolated from the femurs of C57BL/6J, BALB/CJ (The Jackson Laboratory), TLR4−/− (The Jackson Laboratory), TLR9−/− and MyD88−/− (Department of Host Defense, Research Institute for Microbial Diseases, Osaka University and Core Research for Evolutional Science and Technology, Japan Science and Technology Corporation, Suita) and MARCO−/− (provided by Dr Andrij Holian at the University of Montana) strains as previously reported^62^. Human monocytes were isolated from the peripheral blood of normal human volunteers (blood donors at local blood bank) and were differentiated into mature macrophages as previously described^63^. Cells were cultured at specific densities as described in the text. The mouse macrophage cell lines IC21 and RAW 264.7 were purchased from the American Type Culture Collection (Rockville, MD) and were cultured in RPMI 1640 medium (Gibco BRL, Rockville, MD) supplemented with 10% fetal bovine serum, 100 U ml^−1^ of penicillin G and 100 μg ml^−1^ streptomycin and grown at 37 °C in 5% CO_2_.

### Experimental silicosis

Crystalline silica (α-quartz, average size, 1.7 μm) was obtained from US Silica Co. (Berkeley Springs, WV) and was selected by sedimentation according to Stokes’ law, acid hydrolysed and baked overnight (200 °C, 16 h) to inactivate endotoxin contamination. Ten- to twelve-week-old Specific pathogen-free female C57BL/6 mice (Charles River Laboratories, Kingston, NY) weighing 20–25 g were housed in pathogen-free cabinets. Animals were anaesthetized via intraperitoneal administration of sodium pentobarbital (200 mg kg^−1^; Henry Schein, Indianapolis, IN), exposed to silica (0.2 g kg^−1^) or saline (control) and after 3 days received intravenous injections of human MSC or fibroblasts (500,000 cells per mouse), or human MSC-derived exosomes (∼3 × 10^11^ exosomes containing 40 μg protein). Animals were euthanized by exsanguinations at 3, 14 and 28 days post exposure. All lung samples were harvested at a terminal anaesthesia point, fixed and embedded in paraffin for histological analysis or snap-frozen in liquid nitrogen and stored at −80 °C for RNA or collagen analysis. All procedures involving animals were approval by the Institutional Animal Care and Use Committee of the University of Pittsburgh.

Collagen deposition was measured with hydroxyproline assay as previously described^64^. Briefly, dried left lungs were acid-hydrolysed in 6 N HCl at 110 °C under nitrogen gas. After evaporation of HCl, samples were suspended in PBS and incubated in a 60 °C water bath. Following three consecutive high-speed centrifugations, a 40 × dilution in PBS of the supernatant was oxidized with chloramine-T and the reaction was stopped with perchloric acid. Finally, *p*-dimethylaminobenzaldehyde was added and samples were analysed spectrophotometrically at 557 nm. Hydroxyproline content per lung was calculated from a hydroxyproline standard curve.

Inflammatory cells were measured in BALF of mice 28 days after the treatment with silica or intervention with MSCs, MSC-derived exosomes or fibroblasts. Mice were killed with an overdose of sodium pentobarbital and the lungs lavaged with a single instillation of 1 ml normal saline. Recovery of BALF was consistently above 80%. BALF cells were counted using a Z1 Coulter Particle Counter (Beckman Coulter Inc., Fullerton, CA), and 50,000 cells were transferred to glass slides using a Shandon Cytospin 4 (Thermo Electron Corporation, Pittsburgh, PA) at 750 r.p.m. for 5 min. After 3 days of drying, cells were stained using the Diff-Quick stain (Dade Behring, DE), and macrophages, neutrophils and lymphocytes were counted (400 cells).

### Isolation of MVs

Purification of exosomes was performed as previously described^17^,^18^. Briefly, MSCs were expanded in multilayer tissue culture plates (Millipore) in medium depleted of serum derived-MVs/exosomes by overnight ultracentrifugation at 100,000 *g* or in serum-reduced MSC medium (Invitrogen) supplemented with bovine serum albumin (Sigma-Aldrich). Conditioned medium from 10 × 10^6^ MSCs was collected every 24 h and was subjected to successive centrifugations at 300 and 2,000 *g* (10 min each) to remove cells. The cell-free supernatant was then centrifuged at 10,000 *g* for 30 min to remove cell debris and 100,000*g* (Beckman Coulter Optima L-90K ultracentrifuge) at 4 °C for 90 min. The 10,000 and 100,000 *g* pellets were washed and suspended in 100 μl of PBS. Total protein was isolated from 2–5 × 10^6^ MSCs and quantified using the Bradford protein assay (Thermo Fisher Scientific). The protein content of exosomes (100,000*g*) or vesicles (10,000 *g*) recovered from conditioned medium was quantified (∼3–5 μg per preparation) and pooled to perform electron microscopy, western blotting or *in vivo* administration.

Vesicles isolated from conditioned medium from 10 × 10^6^ human MSCs were pooled (five to seven preparations) and overlaid on sucrose as previously described^16^,^17^,^18^. Exosomes were suspended in 2 ml of 2.5 M sucrose and loaded in a SW41 tube, and 10 ml of a continuous sucrose gradient, from 2 to 0.25 M, was layered on top. Tubes were centrifuged for 18 h at 4 °C at 100,000 *g* (ref. 18). Single 1-ml fractions were collected and sucrose density was determined on an aliquot of each gradient with the use of a refractometer (Reichert) and the fractions re-suspended in 3 ml PBS, centrifuged for 70 min at 100,000 *g* 4 °C and the pellet suspended in sample buffer before being analysed with NanoSight tracker to determine particle number as previously described^19^, or SDS–PAGE and western blot.

### Measuring MSC-derived exosomes by nanoparticle tracking

Exosomes were diluted in particle-free PBS and measured using Nanoparticle Tracking Analysis as described^19^. Briefly, videos were collected using a NanoSight LM10 system equipped with a 405-nm laser and a highly sensitive digital camera (OrcaFlas2.8, with camera shutter speed fixed at 30.01 ms and gain set to 500), and analysed with the NTA software (NANOSight version 2.3). Ambient temperature was recorded manually and samples administered and recorded under control flow, using NanoSight syringe pump and script control system. For each sample, three videos of 60-s duration were obtained with 10-s delay between recordings, generating three replicate histograms. The typical number of tracks per sample was ∼1,500. To obtain average particle counts, the area under the curve was calculated using the Prism-4 software. Black histograms indicate the average size concentration, and red error bars indicate the±1 s.e. of the mean.

### Western blotting and histochemistry

Western blot analysis was conducted as previously described^44^. The following primary (at a concentration of 1.5 μg ml^−1^) and secondary (0.5 ng ml^−1^) antibodies were used for western blotting: polyclonal anti-ARRDC1, anti-LC3, anti-MDA5, anti-TLR9 (Abcam), polyclonal anti-Atg-12 (Santa Cruz Biotechnology, SC-68884), polyclonal anti-Pink1 (Santa Cruz Biotechnology, SC-33796), anti-Parkin mouse monoclonal (clone PRK8, Santa Cruz Biotechnology), polyclonal anti-Miro (Santa Cruz Biotechnology, SC-292547), anti-CD9 (MM2/57, Millipore), anti-CD63 (MEM-259, ThermoFisher), anti-TSG101 (51/TSG101, BD Biosciences), anti-Human MFGE8 (Abnova), anti-Dicer (D11, Santa Cruz Biotechnology, used at a concentration of 2 μg ml^−1^), anti-Tubulin, anti-LC3 (rabbit polyclonal), anti-TLR-7 (Cell Signaling Technology), Beta actin (AC-15, Sigma-Aldrich) and anti-GAPDH (Santa Cruz Biotechnology, SC-25778). NF-κB nuclear translocation was characterized by staining cells with anti NF-κB-P50 Alexa Fluor 488 (E-10, Santa Cruz Biotechnology). Images were obtained using a Leica TCS NT upright confocal microscope.

### Live cell imaging and electron microscopy

Human or mouse MSCs (1 × 10^6^) were infected with baculoviruses (BacMam2 delivery system, Life Technologies) encoding fluorescent proteins (Organelle Lights, Life Technologies) to target mitochondria (GFP) or LC3-associated with phagosomes (RFP) for 48 h at 37 °C at an multiplicity of infection of 30 in accordance with the manufacturer’s specifications. Subsequently, 1 × 10^5^ cells were plated into Mattek dishes and co-incubated with an equal amount of bone marrow-derived macrophages (C57BL/6J, BALB/CJ and FVB/NJ) or macrophage cell lines (RAW 264.7 or IC-21). MSCs were maintained alive using a Tokai Hit temperature-controlled humidified chamber at 37 °C for periods of up to 72 h. During this time, multimode imaging events in five dimensions were obtained using high-speed confocal imaging on a Nikon Ti stand equipped with a Prairie Sweptfield scanner and Elements software. Images were collected using shuttered illumination in two colours with cubes specifically designed for GFP, ratiometric dyes or membrane/cytoplasmic labels, and differential interference contrast modes. Image series were viewed as movies for qualitative assessment, or were imported to Metamorph for quantitative assessment of cell motion, protein expression and organelle transfer between MSCs and macrophages. To inhibit the mitophagic flux, double GFP and RFP-labeled MSCs were treated with 3 μM chloroquine (Invitrogen) and images taken every 5 min as described. In some experiments, MSCs were stained with Cy5 dye (Amersham) following the manufacturer’s instructions; MSC-conditioned medium was collected and extracellular MVs isolated as described above. Cy5-labelled exosomes/MVs were co-cultured on Mattek dishes with macrophages from different mouse strains (C57BL/6J, BALB/CJ, TLR4−/−, TLR9−/−, MyD88−/−, MARCO−/− and RAW 264.7) and phagocytosis followed as described above. To inhibit phagocytosis, macrophages were treated for 2 h with 100 μg ml^−1^ dextran sulfate (Sigma-Aldrich) before their exposure to Cy5-labelled vesicles.

Electron microscopy analysis was performed on MSC extracellular vesicles loaded on carbon-coated grids and fixed in 4% paraformaldehyde. Grids were labelled with mouse or rabbit anti-human ATP synthase (ab54880). Grids were observed at 80 kV with a JEOL 1210 transmission electron microscope (TEM) with high-resolution AMT digital camera. Size of MVs was measured on five to seven different pictures using the TEM software.

### RNA analysis

RNA was extracted using the RNeasy micro kit (Qiagen), and first-strand cDNA synthesized using SuperScript III (Invitrogen). Quantitative PCR was performed using the Taqman single-gene expression assay (Invitrogen) on an ABI 7900 Real Time PCR System (Applied Biosystems). The following oligonucleotide primers were used: hCOX-I (Hs03929097_g1), hGAPDH (Hs02596864_g1), mCOLLAGEN (Mm00472589_m1), mTNF (Mn 00443258_m1), mIL-6 (Mm00446190_m1), mIL-10 (Mm00439614_m1), mMyD88 (Mm00440338_m1), mTLR9 (Mm00446193), mTLR7 (Mm00446590_m1) and mTLR4 (Mm00445273_m1). Mouse Toll Like Receptor Signaling Pathway genes were measured using a mouse RT^2^ Profiler PCR Array System (SABioscience Version 4) as previously described. Alternatively, total RNA was isolated from five different human MSC donor populations or their exosomes using the Qiagen miRNeasy Mini Kit (PN 217004) according to the manufacturer’s instructions. Samples were then analysed using human microRNA microarrays from Agilent (Version 3, PN: G4470C) and data analysed using the Agilent GeneSpring GX 11 software. In some cases, array data were validated via quantitative RT–PCR.

mtDNA from five human MSC donors was isolated, and human COXI, tRNA leucine and mitochondrial hypervariable regions I and II (HVRI) were sequenced to generate specific probes to allow for the documentation of fragment length polymorphism^30^. We identified polymorphisms in the sequences of HVR in each one of the five hMSC donors used in the current study and partial homology in human tRNA^leu^ probes between species that yielded a positive hybridization signal in mouse macrophages. Subsequently, we sequenced the *COX* gene from our five human MSC donors and designed COX I-specific primers encompassing base pairs 64–293 that were conserved among the different human MSC populations. In Supplementary Fig. 4 we illustrate sequences spanning nucleotides 108–293 that exhibit little homology with the mouse gene and contain a BfaI restriction site (5′-CTAG-3′) allowing the generation of a specific restriction map. PCR products were digested with BfaI and products resolved with agarose electrophoresis (Novex, Invitrogen).

### Fluorescent activated cell sorting

Mouse lung tissue was digested with collagenase-dispase (Sigma-Aldrich) to generate a single-cell suspension as previously described^50^. Cells were then stained with the following antibodies: Anti-F4/80-FITC (BM8, Abcam), CCR2-PE (475301, R&D System), Ly-6C-APC (HK1.4, eBiosciences) and CD11b-V450 (M1/70, BD Biosciences). CD11b^+^ and Ly6C^hi^ cells were gated within the F4/80^+^ subpopulation, and from these CCR2^+^ cells were sorted as previously described^50^. Characterization of exosomes markers was performed as described previously^8^,^17^. Aldehyde/sulfate latex beads (Life Technology) were coupled with 30 μg of exosomes, stained with fluorescein isothiocyanate -conjugated anti-CD63 (H5C6, BD Pharmingen) and analysed using FACS. Macrophages co-incubated with Orange Fluorescent Protein (OFP)-mitochondria-labelled MSCs were incubated with anti-F4/80^+^ and double-positive F4/80^+^/RFP cells sorted using FACS. Analysis was performed using a FACS Canto II (BD Biosciences) and data analysed using the FlowJo v7.6.3 software.

### Mitochondrial bioenergetics

Mitochondrial respiration in macrophages (3–5 × 10^8^) was determined by measuring the OCR using an XF24 Extracellular Flux Analyzer (Seahorse Bioscience). Macrophages were seeded at a density of 25,500 cells per well on the customized Seahorse 24-well plates. Cells were incubated in XF24 assay media for 1 h. OCR was calculated by plotting the O_2_ tension of the media in the chamber as a function of time (pmol min^−1^). Values were normalized to total protein content of each well. Data were collected from an average of six independent wells and experiments were conducted in triplicates. Where indicated, MSCs were stained with MitoSOX-Red (Invitrogen) to quantify mitochondrial superoxide production as previously described^28^. For microscopic analysis, 10 μM MitoSOX-Red was used, while 100 nM was used for fluorescent quantification. To confirm mitochondrial localization of the dye, cells were counterstained with 5 μM Mito-Tracker Green (Invitrogen) for 10 min. Normalization of fluorescent data was performed using counterstaining with Hoechst 33342 (1 μM) for 5 min. Fluorescent wavelength pairs for the individual dyes were 510 nm/580 nm for MitoSOX-Red, and 490 nm/516 nm for Mito-Tracker Green. To determine mitochondrial membrane potential, cells were grown to ∼80% confluence in 96-well plates and stained with 2 μM JC-1 for 10 min following anisomycin treatment. Green fluorescence (depolarization) was monitored at 488 nm and red fluorescence (polarized) at 590 nm on a Spectromax M5e plate reader (Molecular Devices Inc., Sunnyvale, CA, http://www.moleculardevices.com). Actively growing cells were used as a negative control, and cells treated with 2 mM carbonyl cyanide *p*-trifluoromethoxyphenylhydrazone (FCCP) and 1 mM valinomycin were used as the positive control. Normalization to cell number was achieved as described above. Data are presented as per cent viable cells based on presumed 95–100% depolarization observed in FCCP/valinomycin-treated cells^37^.

### DICER knockdown in human MSCs

Human MSCs (1 × 10^6^) were infected with a lentivirus encoding a DICER-specific shRNA l (Santa Cruz Biotechnology) in complete αMEM containing 5 μg ml^−1^ Polybrene overnight at 37 °C 5% CO_2_. Clones expressing the virus were selected by their resistance to Puromycin (Sigma-Aldrich) and reduced DICER expression in selected cells was confirmed by western blotting using an anti-hDICER antibody (H-212, Santa Cruz Biotechnology).

### Statistics

Results are presented as mean±s.e.m. from at least three experiments. Statistical differences between groups were analysed using one-way ANOVA followed by SNK test for *post hoc* pairwise comparisons (statview 4, Abacus Concenpt Inc, Berkely, CA). For microarray data, the significant differences were determined by one-way ANOVA with Holm–Sidak all pairwise multiple comparison procedure. The statistical significance of differences was set at *P*<0.05.

## Additional information

**Accession codes:** Microarray data have been deposited in the GEO NCBI database with accession code GSE71241.

**How to cite this article:** Phinney, D. G. *et al*. Mesenchymal stem cells use extracellular vesicles to outsource mitophagy and shuttle microRNAs. *Nat. Commun.* 6:8472 doi: 10.1038/ncomms9472 (2015).

## Supplementary Material

Supplementary Figures Supplementary Figures 1-4

Supplementary Movie 1 Human MSC load mitochondria into LC3-labelled vesicles. Live cell imaging demonstrating that under normal culture conditions human MSC mitochondria are loaded in the cytoplasm into LC3-labelled vesicles and subsequently migrate towards the periphery of the cell where they are incorporated into outward budding blebs in the plasma membrane.

Supplementary Movie 2 Inhibition of mitophagy flux induces MSC apoptosis. Apoptosis of human MSCs cultured under normal serum conditions in the presence of low (3-5 μM) concentrations of chloroquine, which prevents lysosomal degradation and blocks the mitophagy flux of mitochondria in mitophagosomes.

Supplementary Movie 3 Human MSCs outsource mitophagy to macrophages. Live microscopy reveals that macrophages nibble the plasma membrane of human MSCs establishing cell contact at areas where membrane blebs are enriched in LC3 labeled vesicles, which are subsequently stripped by the macrophages.

Supplementary Movie 4 MSCs transfer mitochondria to macrophages. Cultured human MSCs establish physical interaction to transfer their GFP-labeled mitochondria, observed in filamentous form, to mouse macrophages.

Supplementary Movie 5 MSCs rapidly transfer mitochondria to macrophages. Cultured human MSCs establish physical interaction to rapidly transfer their GFP-labeled mitochondria to mouse macrophages. GFP signal is overcompensated to allow the tracking of the GFP-labeled mitochondria inside the acidic pH of the macrophage.

Supplementary Movie 6 Macrophages avidly phagocytose MSC-derived extracellular vesicles. Live cell imaging illustrating phagocytosis of extracellular vesicles by macrophages over a period of 18 minutes. Confocal images confirm that the engulfed Cy5-labeled vesicles resided within the cell body of the macrophages.

Supplementary Movie 7 Dextran Sulfate inhibits phagocytosis of hMSC-derived extracellular vesicles. Pre-incubation of macrophages with non-specific inhibitors of phagocytosis, such as dextran sulfate (100 μg/ml), inhibited the entrance of Cy5-labeled hMSC-derived extracellular vesicles inside the macrophage, which accumulated on the macrophage surface where they formed a cap.

## Figures and Tables

**Figure 1:**
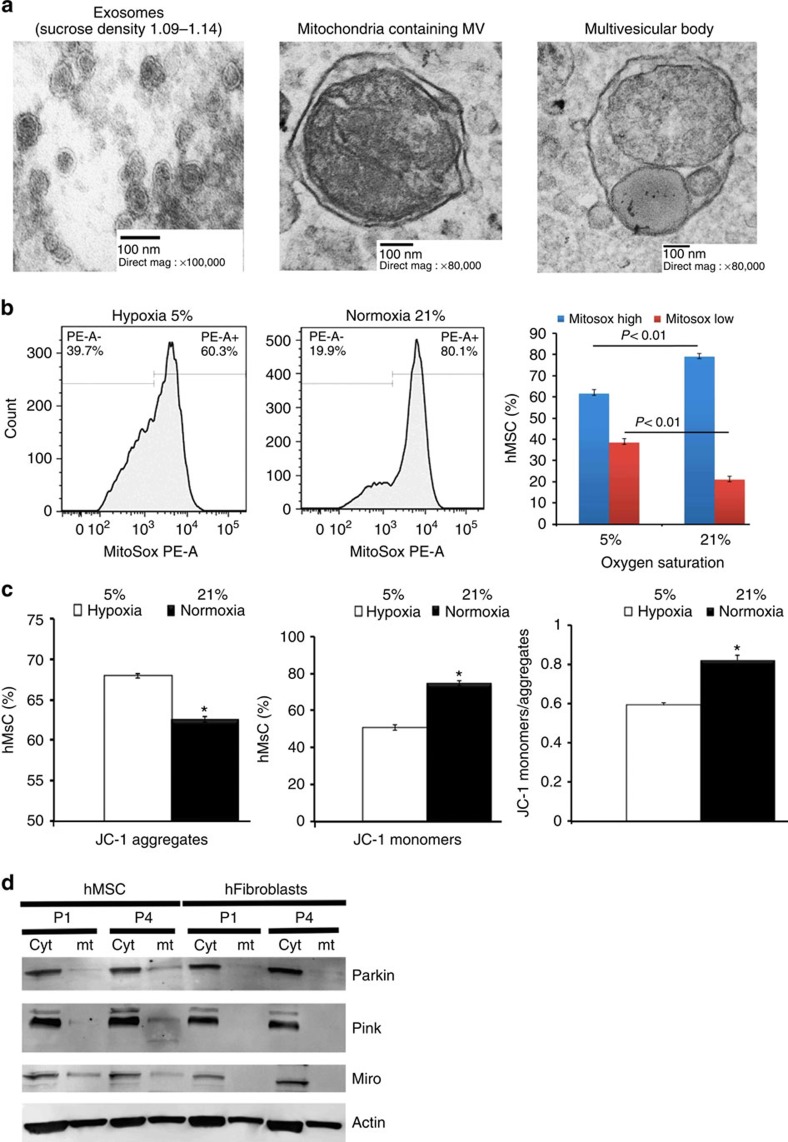
MSC-derived MVs contain depolarized mitochondria. (**a**) Left panel, electron microscopy of vesicles isolated from sucrose densities of 1.11 and 1.14 g ml^−1^ and purified using differential ultracentrifugation (100,000*g* per 18 h) reveal a typical exosome morphology. Middle panel, MVs over 100 nm in size recovered from human MSC-conditioned medium following low-speed (10,000 g per 1 h) centrifugation contain structures conforming to the morphology of mitochondria. Right panel, MVs contain closely packed-vesicles and entire mitochondria (multivesicular body (MVB)) representing autophagosomes. (**b**) Left panel, flow cytometric analysis of MitoSOX Red-stained human MSCs expanded in 5 or 21% oxygen for 7 days. Right panel, quantification of the flow cytometric data. Plotted values (mean±s.e.m.) represent four replicates for each sample using three distinct replicate cultures from each experimental group. (**c**) Mitochondrial membrane potential of human MSCs from **b** determined using JC-1 staining. Expansion in 21% oxygen results in partial depolarization of mitochondria as evidenced by accumulation of JC-1 monomers (*P<0.005, Student’s-*t* test versus MSCs in 5% oxygen). (**d**) Western blot analysis (Supplementary Fig. 1) of cytoplasmic or mitochondrial extracts prepared from human MSCs expanded in 21% oxygen for the indicated passage numbers (P1 or P4) reveals Parkin mitochondrial translocation and Pink1 kinase activation in human MSCs but not human dermal fibroblasts. Data are representative of a single experiment repeated five times.

**Figure 2:**
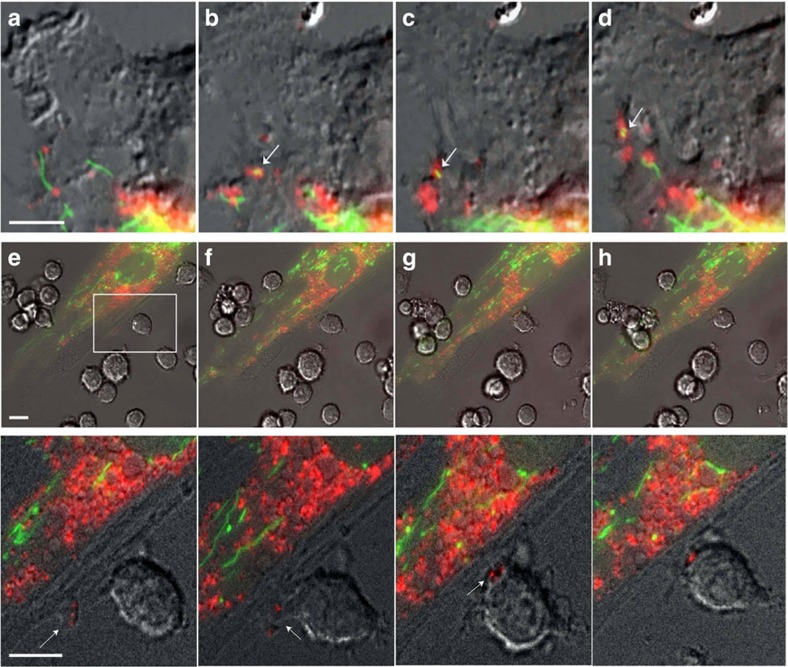
MSC outsource mitophagy to macrophages. (**a**–**d**) Differential interference contrast (DIC) fluorescence overlay of live human MSCs expressing fluorescent proteins that target mitochondria (green) and phagosomes (red) shows mitochondria being loaded into phagosomes (arrows), which are then shuttled to the plasma membrane for extrusion (also see Supplementary Movie 1). (**e**–**h**) Inset shows a representative macrophage interacting with a human MSC. This interaction is shown as a time sequence (5 min intervals) in the lower images and in Supplementary Movie 3. The inset demarcates the area in the human MSC plasma membrane where the membrane blebs outwards and accumulates vesicles. Macrophages nibble the surface of human MSCs and uptake mitochondrial laden phagosomes from blebs budding (arrows) from the plasma membrane of the human MSCs. Scale bars, 10 μ.

**Figure 3:**
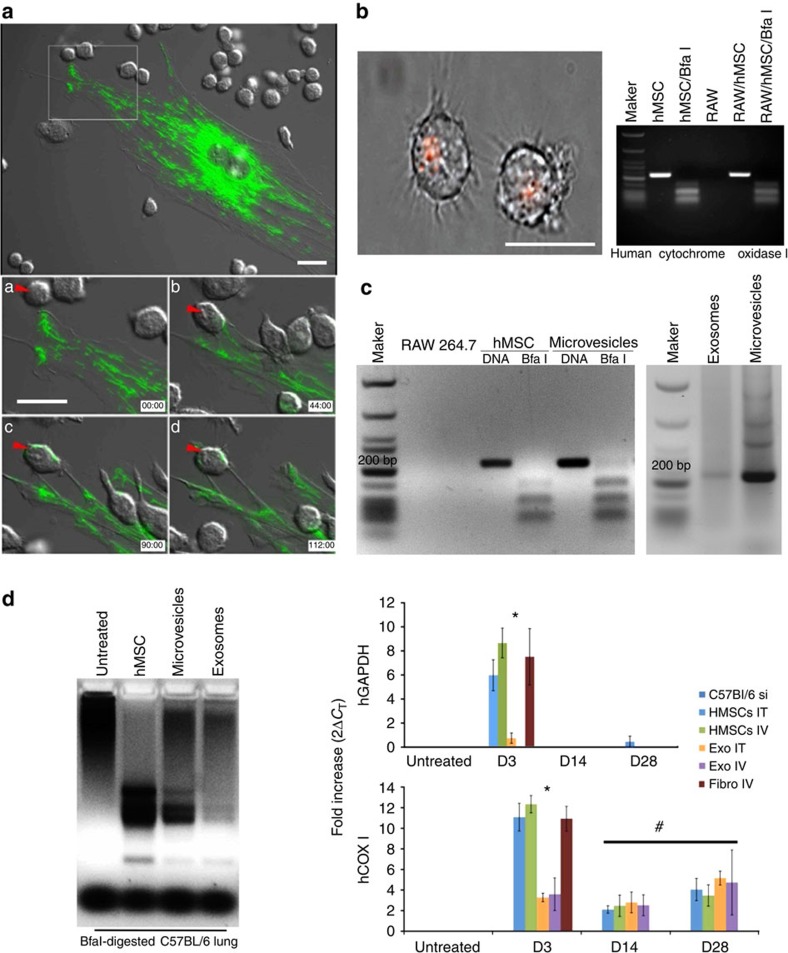
MSC transfer mitochondria to macrophages and lung tissues. (**a**) Top panel is DIC fluorescent overlay at time 0 of primary human MSCs infected with Organelle Lights to label mitochondria (green) and co-cultured with mouse (RAW 264.7) macrophages. Lower panels, time sequence at 45 min intervals showing transfer of green-labelled mitochondria from the a MSC to a macrophage (red arrow, see Supplementary Movie 4 for transfer of mitochondria in filamentous form, and Supplementary Movie 5 in which GFP signal is compensated to allow the tracking of the transferred mitochondria into macrophages). (**b**) Left panel, photomicrograph of FACS-sorted mouse macrophages that were co-cultured with mitochondria-labelled (RFP) human MSCs clearly show retention of RFP label. Right panel, electrophoretic pattern of human COX I PCR product treated with or without Bfa1 after amplification from the indicated cell sources. (**c**) MSC-derived exosomes and MVs express the Bfa1-sensitive 228-bp COX I mtDNA PCR product detected in human MSCs (**b**). (**d**) Left panel, electrophoretic pattern of Bfa1-digested human COX1 PCR product amplified from mouse lung DNA isolated 14 days after the intravenous administration of human MSCs, human MSC-derived MVs or exosomes. Right panel, human GAPDH and human COX1 relative expression levels quantified by RT–PCR in mouse lung (3–28 days) after a single (intratracheal (IT) or intravenous (IV)) injection of human MSCs, human MSC-derived exosomes or human fibroblasts. *P<0.001, #*P*<0.001 by ANOVA compared with untreated mouse lung. Plotted values (mean±s.e.m.) are from experiments repeated four times. Scale bars, 20 μ.

**Figure 4:**
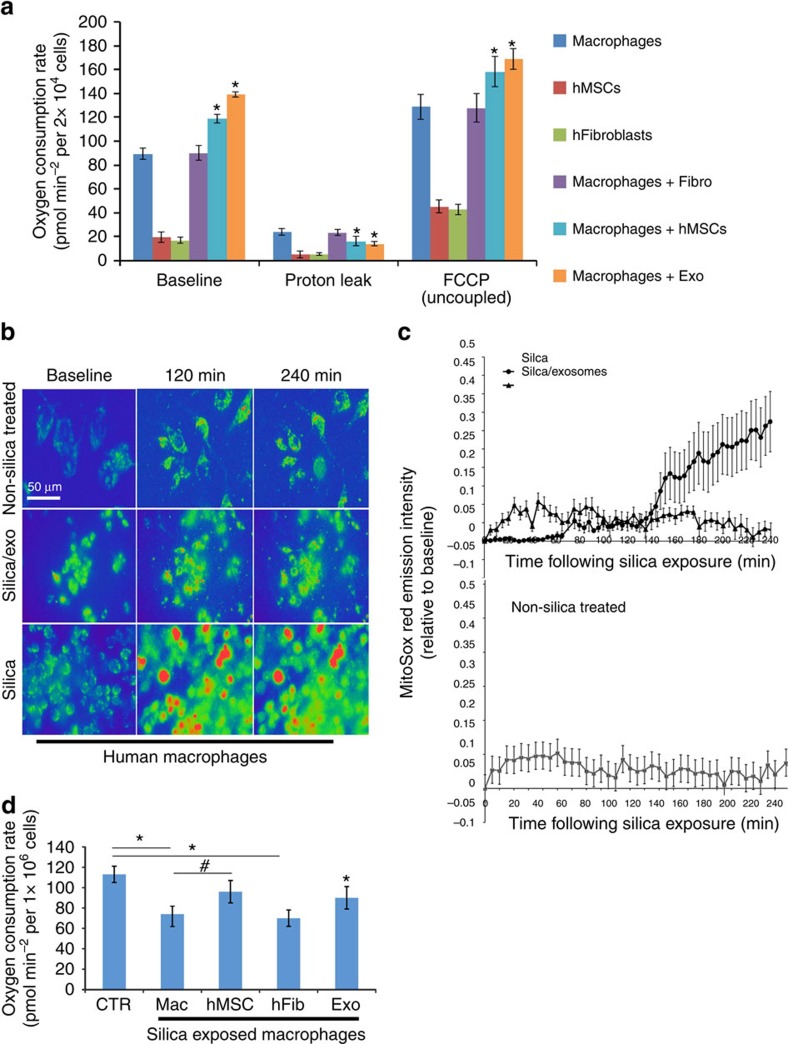
MSCs enhance macrophage bioenergetics. (**a**) Mitochondrial respiration of human macrophages, human MSCs or human fibroblasts was measured as OCR using the XF technology. Macrophages were co-cultured with or without human MSCs or fibroblasts (1:10 ratio) or treated with human MSC-derived exosomes (40 μg per protein) in the presence or absence of Oligomycin A and FCCP to differentiate ATP-linked respiration from the proton leak. Plotted data (mean±s.e.m.) were performed using six replicates per sample and repeated three times. (**b**) Pseudocoloured photomicrographs (0–240 min) of MitoSOX Red-stained macrophages that were non-stimulated (upper panel), or treated with silica (20 μg cm^−2^, lower panel) or silica plus human MSC-derived exosomes (added 10 min after silica, middle panel). Scale bars, 50 μ. (**c**) Time course of MitoSOX Red emission by human macrophages treated as in **b**. Figure is representative of five exposures (nine stages positions per test and 6 cells per stage). (**d**) OCR as in **a** of silica-exposed macrophages treated with or without human MSCs, human MSC-derived exosomes or human fibroblasts. Plotted values (mean±s.e.m.) are from experiments repeated three times, *P<0.05 as compared to control, ^#^*P*<0.05 as compared to silica treated macrophages, as determined by Student's *t*-test.

**Figure 5:**
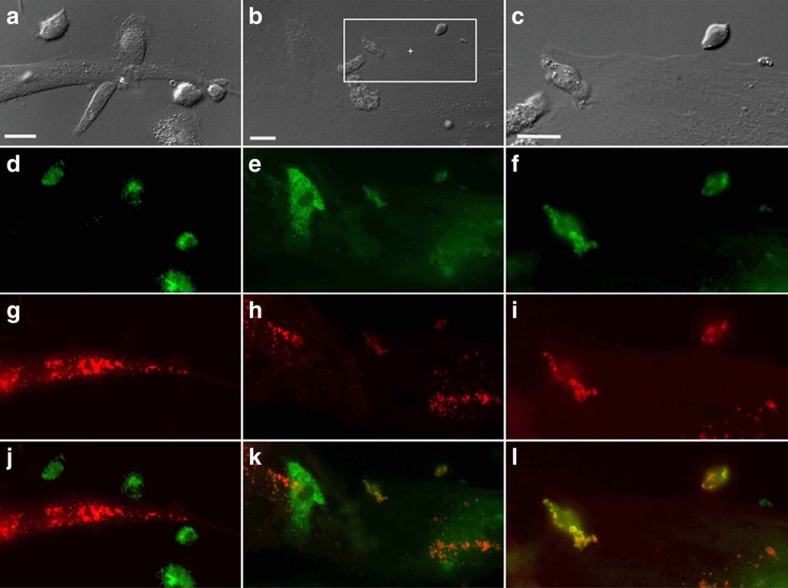
Mitochondrial transfer from human MSCs is followed by fusion inside macrophages. Human MSCs and human macrophages (1 × 10^5^) were infected separately with Organelle Lights to label human MSC mitochondria (red) and macrophage mitochondria (green). Twenty-four hours following infection, macrophages were harvested and co-incubated with the human MSCs for 2 h. Images were collected using an inverted Nikon TiE fluorescent microscope equipped with a × 60 oil immersion optic and NIS Elements Software. Organelle Lights were excited using a Lumencor diode-pumped light engine and detected using an ORCA-Flash4.0 sCMOS camera. (**a**,**b**) DIC images of two separate fields within the same dish. (**c**) A zoomed image of the outlined section within **b** (scale bars, 20 μ). The fluorescence-based images for each field appear in the panels below the DIC images, with **d**–**f** showing macrophage mitochondria (green); **g**–**i** showing human MSC mitochondria (red); and **j**–**l** showing the overlay with yellow indicative of colocalization of human MSC and macrophage mitochondria. Not every macrophage was shown to take up human MSC mitochondria (**a**,**d**,**g**, **j**).

**Figure 6:**
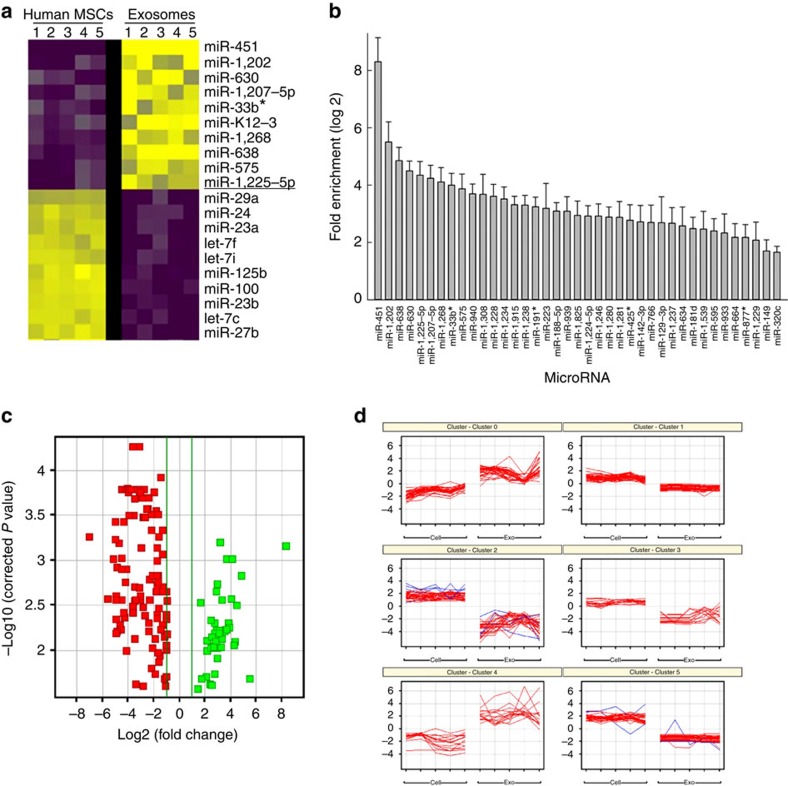
RNA expression profile in human MSCs and their exosomes. (**a**) Heatmap illustrating the 10 microRNAs most highly enriched in human MSCs versus their corresponding exosomes. Every row represents a microRNA and every column a cell or exosome, and yellow and purple represent increased or decreased expression, respectively. (**b**) Plotted values represent the means log 2 fold enrichment of exosomal versus human MSC microRNAs (*n*=5 microarrays of different MSCs cell lines; *P*<0.05, ANOVA followed by Holm–Sidak *post hoc* pairwise comparisons). (**c**) Data in **b** show distribution of differentially expressed microRNAs between samples based on the –log base 10 significant *P* value (<0.05) and with a relative fold change of >2 (in log base 2). Green and red squares represent increasingly and decreasingly expressed microRNAs, respectively, in exosomes versus human MSCs. (**d**) Computational analysis of human MSCs and exosomes from five donors demonstrates that microRNAs isolated in exosomes cluster among different donors.

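The 16 arrays with hybridization signal were clustered by average linkage on 1 minus Pearson's r of the scaled log2 signals of the 136 tested microRNAs. When the tree was divided into 2 clusters, all 7 exosome arrays fell in the first and all 9 MSC arrays in the other. Between MSC arrays r ranged from 0.834 to 0.996 (median 0.912), and between exosome arrays and MSC arrays from -0.165 to 0.323 (median 0.115). The arrays come from 3 MSC samples, and the 2 exosome arrays without hybridization signal were not clustered.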

**Figure 7:**
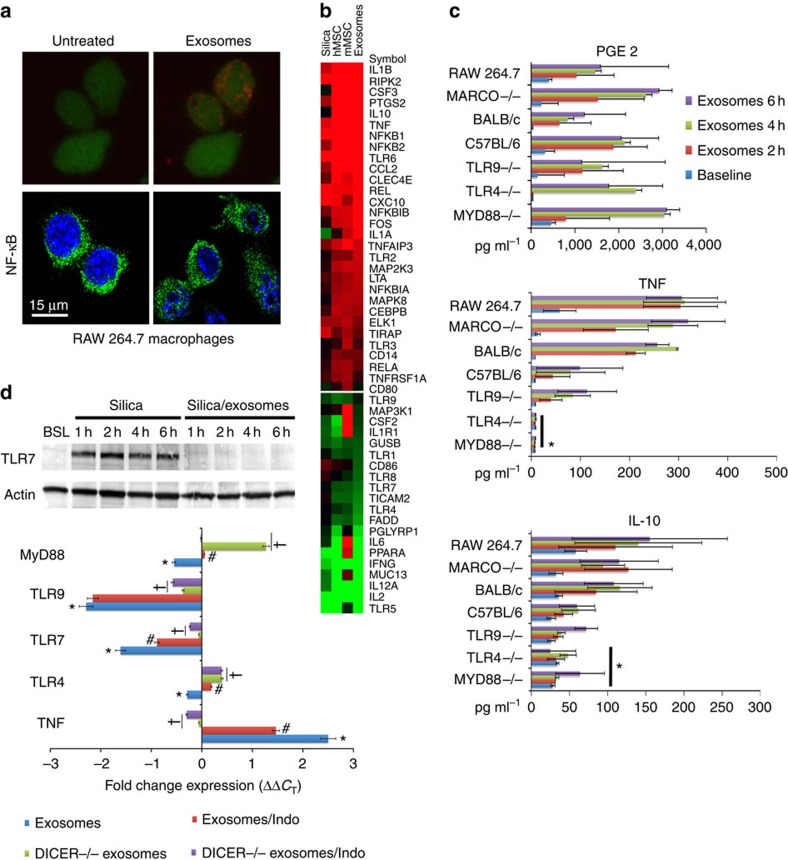
MSC-derived MVs inhibit TLR signalling in macrophages. (**a**) Upper panels, confocal microscopy showing intracellular localization of Cy5-labelled exosomes within macrophages 18 min post administration. Lower panel, nuclear localization of NF-κB in macrophages 2 h post administration of exosomes. Scale bars, 15 μ. (**b**) Partial heatmap illustrating mRNA levels of 84 TLR-associated transcripts in macrophages at 8 h post treatment with silica (20 mg cm^−2^), human or mouse MSCs (1:10 ratio) or human MSC-derived exosomes (40 μg protein). Transcript order is highest (top) to lowest (bottom), and each row represents a gene and each column a specific treatment. Red and green illustrates increased or decreased gene expression, respectively. Experiments were repeated four times. (**c**) Effect of exosome treatment on PGE2, TNF and IL-10 secretion in macrophages from the indicated mouse strains. Plotted data (mean±s.e.m.) were from experiments repeated five times. *P<0.05 compared with C57BL/6J or BALB/CJ macrophages as determined by ANOVA). (**d**) Upper panel, western blot illustrating the time-dependent effect of silica or human MSC-derived exosomes on expression of TLR7 in macrophages. Lower panel, fold change in expression of the indicated transcripts in macrophages RT–PCR demonstrating the negative regulation of exosomes on macrophage expression of TLR genes. Plotted data (mean±s.e.m.) are from experiments repeated four times. *P<0.05 compared with baseline. #*P*<0.05 compared with native exosomes by Student’ *t*-test. †*P*<0.05 compared with the effect of native exosomes and indomethacin (Indo) treated by Student’s *t*-test.

**Figure 8:**
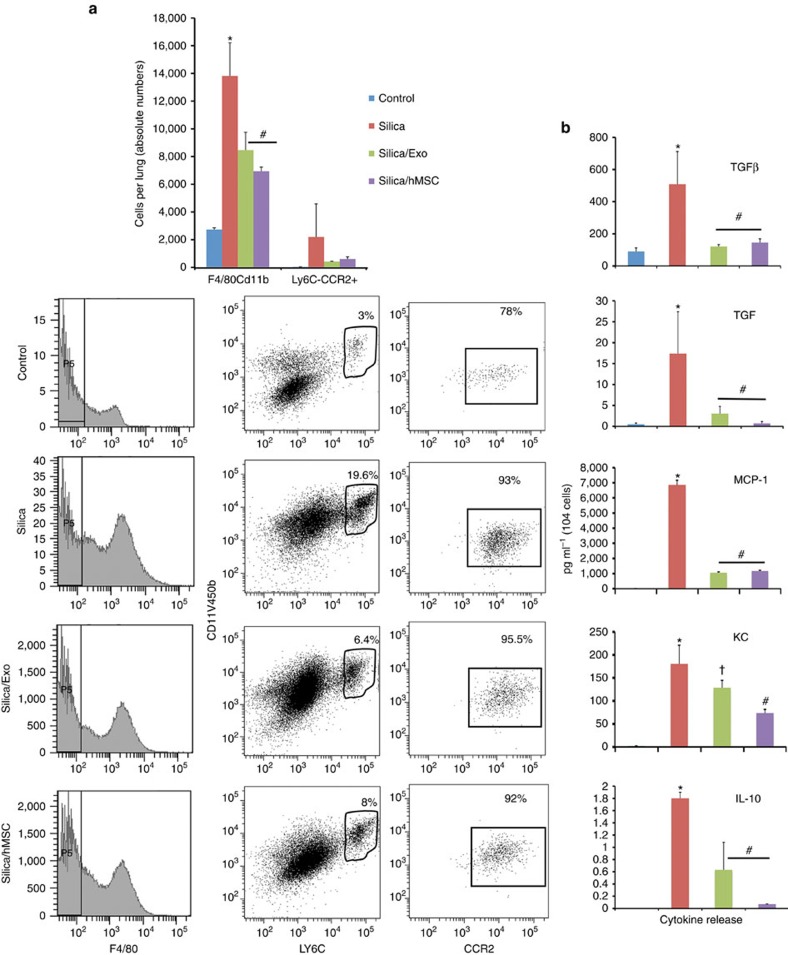
Human MSCs and their exosomes prevent the accumulation of Ly6C^hi^ monocytes in the lungs of silica-exposed mice. (**a**) Upper panel, absolute number of F4/80/CD11b- and Ly6C/CCR2-expressing cells in lung tissue of mice 72 h post administration of saline (50 μl), silica (0.2 g kg^−1^) or silica plus human MSC-derived exosomes (∼3 × 10^11^ exosomes containing 40 μg protein). *P<0.05 compared with saline by *t*-test). Lower panel, representative histograms of flow cytometric data analysed in **a** showing the phenotype and frequency of cells recovered from lung tissue after enzymatic digestion. (**b**) Mulitplex ELISA of inflammatory (TNF, MCP1 and KC) and fibrotic (TGFβ and IL-10) mediators secreted by cultured F4/80/CD11b/ and Ly6C/CCR2 cells from **a**. Plotted values (mean±s.e.m.) are from experiments using *N*=5 animals per group and repeated three times. *P<0.05 compared with saline, #*P*<0.001 compared with silica-treated monocytes by ANOVA.

**Figure 9:**
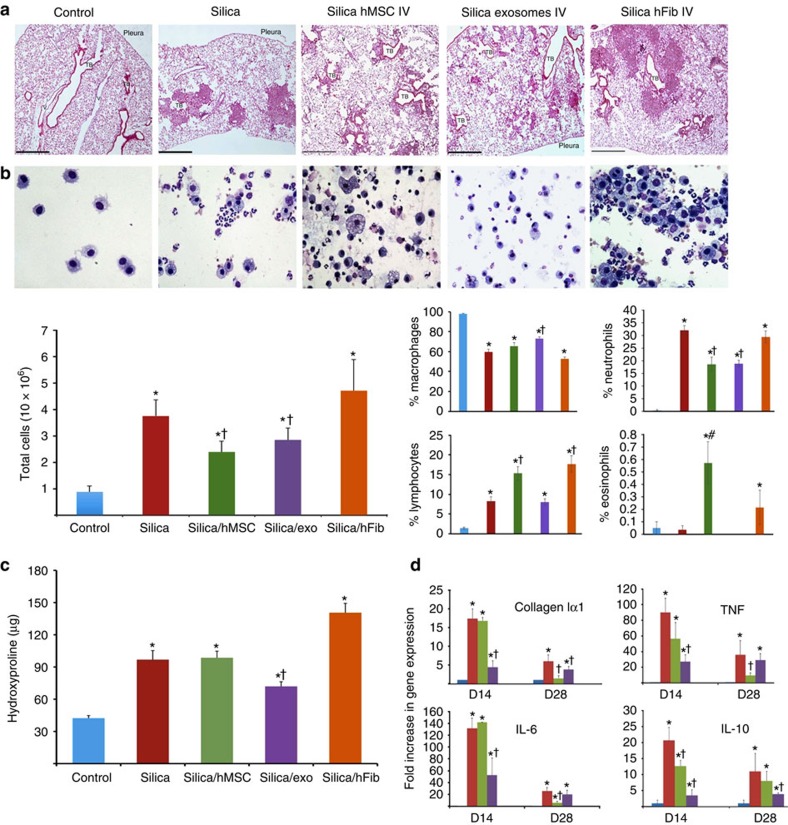
Human MSCs and their exosomes ameliorate experimental silicosis. (**a**) Photomicrographs of lung sections stained with haematoxylin and eosine from mice 28 days after intratracheal administration of silica (0.2 g kg^−1^) alone or followed 3 days later with an intravenous injection of human MSCs, human MSC-derived exosomes (∼3 × 10^11^ exosomes containing 40 μg protein) or human fibroblasts (scale bars, 500 μ). (**b**) Upper panel, photomicrographs of Diff-Quick-stained cytospins of BAL from mice in **a**. Lower panel, differential cell counts showing counts of total cells (left) and percentage of macrophages, lymphocytes, neutrophils and eosinophils (right panels). *P<0.05 compared with control, †*P*<0.05 compared with fibroblasts treated mice by Student’s *t*-test. (**c**) Hydroxyproline content of lung tissue from animals treated as in **a**. *P<0.001 compared with saline by Student’s *t*-test. †*P*<0.05 compared with silica, human MSC or fibroblast by ANOVA. (**d**) Quantification of mouse TNF, IL-6, IL-10 and Col1α1 levels in lung tissue from mice in **a** at 14 and 28 d post treatment. Plotted values (mean±s.e.m.) are representative of experiments using 15 animals per group and repeated three times. *P<0.001 compared with saline by Student’s *t*-test, †*P*<0.05 compared with silica by ANOVA.

How the deposited data were processed for this re-analysis (not part of the article)

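RNA of exosomes and of the MSCs that shed them was measured on one-colour Agilent human microRNA arrays, with 3 samples per group and 3 arrays per sample. The labels give exosomes and MSCs the same sample numbers, and the exosomes of a number come from the MSCs of that number, so the numbers pair the samples. All 18 columns of the deposited normalized table match a labelled array, and 0 are without a sample. The paper reports 5 donors, and its figure legend gives 5 microarrays from different MSC lines. It does not say which of the deposited arrays these are.

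The authors deposited the intensity of each spot as extracted by Agilent Feature Extraction, with the background of the spot subtracted and nothing scaled between arrays, per the file headers. The authors also deposited a table of log2 values per microRNA, whose normalization is not named in the paper's text, which names GeneSpring GX for what followed the scan. The log2 base was inferred from its lowest value of -3.32, which is near the log2 of 0.1. The 18 columns of that table have equal means (-2.01), 98.5% of the values above a column's minimum recur on another array, and all microRNAs without the software's gene-detected flag share the lowest value of their column. A quantile normalization of the deposited signals gave only 4.44% of the values to within 0.01, so the authors' steps could not be rebuilt. The table holds 938 of the 939 microRNAs of the array under the same name, and the other, miR-675*, was left out of its comparisons. Positions are those of an unlabelled column of the deposited table, and the array design is annotated on hg18.

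The files were read with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6. Arrays with a hybridization spike-in below 1% of the median array were left out, which removed 2 exosome arrays of MSC sample 1. This rule was made after their values were seen, because 0 microRNAs were well above background on all 18 arrays and the scaling chosen in advance had no microRNA to rest on. Spots marked as outliers were left out, the others were averaged per probe, and the probes of a microRNA were averaged on the linear scale. Each of the 16 arrays was scaled to its 75th percentile over the 7 microRNAs well above background on all of them, with factors from 0.00697 to 1.90, and scaled signals under 1 were set to 1. The log2 values of the arrays of a sample were averaged. For a microRNA that was well above background on no array of a group, the fold is given as a lower bound.

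The groups were compared in R 4.3.3 with limma 3.58.1 (lmFit and eBayes, exosomes minus MSCs) over 136 microRNAs well above background on all 3 arrays of at least 1 sample; the exosomes of MSC sample 1, left with a single array, were not counted for this. A microRNA was called different at a Benjamini-Hochberg adjusted p under 0.05 with a log2 difference of more than 1 in size. The paper compares exosomes with their parent MSCs, but its text names no paired test for the arrays, and pairing was tried only as an alternative. The deviations of exosomes and MSCs of the same number from their group means had an r across microRNAs of -0.24, -0.04 and -0.38. The limma fit, adjustment and thresholds alone were tested on normally distributed simulated values of 3 samples against 3. In these, 45 of 136 microRNAs were changed up or down by 4 or 6 on the log2 scale. Over 20 runs 99.2% of the changed microRNAs were recovered, and 2.5% of the calls were false. The scaling, the minimum and the detection filter were not part of the simulation, so it does not test them. The random seed was 71241.

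MicroRNAs were named by a rule set before the data were examined. It takes the 6 that the paper's text gives with a fold change, the 20 labelled in Fig. 6a, the 10 with the largest increase and the 10 with the largest decrease among those that were called and changed the same way in all 3 samples, and the members of 2 lists, for red blood cells (14 microRNAs) and for white blood cells and platelets (7). The paper's values were known when the rule was set. Of the red-cell list 4 were tested, of which 1 was called higher and 3 lower. Of the list for white blood cells and platelets 1 was tested, miR-146a, which was well above background on no exosome array; it was at least 1.10-fold lower in exosomes and was not called. The 88 viral microRNAs of the array served as a check on background; 77 of them were well above background on none of the 16 arrays and 4 were tested.

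The counts, the correlation of differences between samples and the differences of the named microRNAs were computed again under 50 alternatives, 26 of them set before the data were examined and 24 added afterwards. They cover the signal column, the background correction (normexp with an offset of 50), the scaling, the minimum, the filter, the detection flag, the summary of probes, the unit of replication with a duplicate correlation of 0.135, pairing, slide, test, the deposited table and leaving out each sample or array. Clustering, the correlations between arrays and the comparisons within slides were not computed under them. For normexp the median signals of spot and background were used, since the mean signals named in advance are not in the files. The number of arrays limits the precision, and the 2 arrays left out give nothing to estimate for the exosomes of MSC sample 1 beyond its single array.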

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

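All tests in this part were chosen after the results were seen. Of 18 comparisons of a single array with the rest of its group, 5 passed Dixon's critical value, while chance alone passes about 1 in 20.

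Exosome array 3-3, the third array of MSC sample 3, lay far from the other 6 exosome arrays in total signal (174335), in the number of microRNAs well above background (209) and in the signal of a labelling spike-in (7205). MSC RNA alone on this array, as after an exchange of samples, is argued against by 47 microRNAs that were well above background on it and on no MSC array, and by the clustering, which places the array with the other exosome arrays and no MSC array among them. A higher labelling yield on that array is a candidate explanation that the values allow. Its total signal divided by the geometric mean of its labelling spike-ins was 35.7, within the 3.48 to 506 of the other exosome arrays, a wide range. RNA of blood cells or serum is another, as a hypothesis. Of the 13 members of the blood-cell lists that were on no MSC array, 8 were well above background on array 3-3, compared with 39 of 660 other such microRNAs (Fisher's exact test, two-sided, p = 3.09e-07). The lists were fixed before the data were examined, the 8 are miR-142-3p, miR-142-5p, miR-144, miR-144*, miR-150, miR-223, miR-451 and miR-486-5p, and microRNAs were counted as if independent. Of the 14 red-cell microRNAs 5 were also well above background on an MSC array, and of the 7 for white blood cells and platelets 3. Without array 3-3, 118 microRNAs differed, 1 of them higher. These explanations do not exclude one another, and no biological explanation was tested, since the design gives that array no condition of its own.

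The microRNA miR-144 was well above background on 4 of 7 exosome arrays and on no MSC array, and the paper does not report on it. It was at least 1.12-fold higher in exosomes and was not among the tested microRNAs. It is a member of the red-cell list and among the 8 microRNAs of array 3-3 named above. Whether RNA of blood cells or serum or release by the MSCs accounts for miR-144 itself was not tested.

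The scaled log2 signal of miR-451 was 0.40 on MSC array 1-3 and 0 on the other 8 MSC arrays. The array was not well above background for miR-451, and the other values are set by the minimum of 1 on scaled signals, so the gap reflects that minimum. No biological explanation was tested.

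The scaled log2 signal of miR-21 was 11.43 on MSC array 3-3, against 12.59 to 13.31 on the other 8. The scaling between arrays is a candidate explanation that could not be decided. Under 2 of 4 other scalings the array stayed apart by the same criterion, namely the percentile over all microRNAs and quantile normalization, and under the others, no scaling and the labelling spike-ins, it did not. With quantile normalization the other 8 arrays shared the same value, so any different rank is flagged there, however small the difference. Without that array the log2 difference of miR-21 between exosomes and MSCs was -8.57. No biological explanation was tested.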

How the results depend on the processing

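Of 50 alternatives, 26 were set before the data were examined; the settings that use all 18 arrays, the labelling spike-ins, the median of detected microRNAs or a scaling set by the gene-detected flag, and those that leave out single arrays, were chosen after seeing the data. For each change named here the cause was not tested, unless it is stated.

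In all 50 alternatives miR-451 was called higher and miR-125b and miR-21 were called lower. The named microRNAs gave 517 comparisons with the alternatives set in advance, in 456 of which direction and side of the threshold were kept, while 14 were weaker, 12 stronger and 35 reversed. For the 208 from the added alternatives the counts were 145, 12, 5 and 46, and for the 572 from leaving out a sample or array they were 541, 19, 1 and 11. The scaling moved the median log2 difference of the tested microRNAs from -4.40 to -3.21 with the percentile over all microRNAs, to -2.89 with quantile normalization, to -2.66 with the labelling spike-ins and to -3.61 in the deposited table. Larger moves came from the handling of dim signals, to -8.13 with the minimum at the detection level and to -1.20 with normexp background correction. That detection level is the lowest of any array and was set by exosome array 3-3. Of the 118 lower calls, 94 were well above background on at most 1 exosome array. On 6 of the 7 exosome arrays 18 to 71 of the 939 microRNAs were well above background, which limits what can be measured in exosomes. The percentile over all microRNAs and quantile normalization draw on all 939, most of them not well above background there.

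With normexp background correction 75 microRNAs differed, 74 of them lower, all 75 changed the same way in every sample, the median r between samples was 0.713, and miR-575 was at -0.35. With the percentile over all microRNAs 22 were higher, 2 of them viral, and the log2 differences were 2.39 for miR-1202, 1.45 for miR-1207-5p, 2.31 for miR-33b*, 2.19 for kshv-miR-K12-3, 2.45 for miR-1268, 2.96 for miR-638 and 1.10 for miR-1225-5p. For the same microRNAs in the same order, quantile normalization gave 27 higher, 2 viral, and 3.96, 3.09, 3.73, 3.76, 3.95, 4.42 and 2.86. The deposited table over the 16 arrays gave 23 higher, 2 viral, and 5.13, 4.39, 5.13, 5.12, 5.33, 5.36 and 3.98. The labelling spike-ins gave 21 higher, 66 lower, 2 viral, an r of 0.816, and 3.75, 2.81, 3.67, 3.56, 3.82, 4.32 and 2.46.

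The deposited table over all 18 arrays gave, in the same order, 3.34, 2.64, 3.27, 3.02, 3.51, 3.15 and 2.17, whatever the test. With samples as the unit 1 was higher. With arrays as replicates and the paper's test adjusted, 8 were higher, 2 of them viral. With every microRNA tested, 53 were higher without adjustment and 47 with it, 5 of them viral in both, and r was 0.761.

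Without scaling, r was 0.835, and the log2 differences turned to 0.26 for miR-1202, 0.19 for miR-33b*, 0.071 for kshv-miR-K12-3, 0.33 for miR-1268 and 0.83 for miR-638. With the gene-detected flag in filter and scaling set they were 0.52, 0.62, 0.33, 0.59 and 1.09, and with the flag in the scaling set alone the same, with 3 higher in both (miR-451, miR-575 and miR-638). With the median of detected microRNAs they were 0.52, 0.50, 0.33, 0.59 and 1.10, with 2 higher (miR-451 and miR-630). With all 18 arrays unscaled, r was 0.832 and miR-630 was at -0.087. The minimum at the detection level gave an r of 0.834. Without a filter 2 were higher, the other being miR-671-5p (2.07), named after its value was seen, and 107 of the 118 lower calls were kept. Requiring detection on all arrays of a group left 82 microRNAs to test, of which 72 differed, 71 lower, and 70 changed the same way, by construction fewer; it left out miR-575 and miR-92a, and testing human microRNAs only left out kshv-miR-K12-3, so these have no value there. The log2 difference of miR-575, 0.06 as reported, was -0.035 with arrays as replicates, -0.019 with the sample as a random block and -0.013 with the slide as a block. With the sample number as a block 121 differed, 1 higher, and no call among the named microRNAs changed.

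With each sample or array left out in turn, between 113 and 122 microRNAs differed, 112 to 121 lower and 1 higher, 113 to 122 changed the same way, 0 viral ones were higher, and the median r was 0.845 to 0.960. Where a group keeps 2 samples, limma pools the spread over both groups. The log2 difference ranged from -1.64 to -0.19 for miR-1202, from -0.90 to 0.046 for miR-33b*, from -0.74 to 0.71 for miR-575, from -0.14 to 0.54 for miR-630 and from -0.71 to 0.10 for miR-638, none of them called. It changed sign for miR-33b* without exosome or MSC sample 3, for miR-638 without exosome sample 3 or MSC sample 2, for miR-630 without MSC sample 2 or exosome array 2-3, and for miR-575 without exosome sample 1 (its array 1-3), MSC sample 3, exosome array 3-2 or MSC array 3-3. The call of miR-1207-5p (-2.42 to -1.31) was lost without exosome sample 1, MSC sample 1 or MSC sample 2. That of miR-1225-5p (-3.11 to -1.32) was lost in 15 of 22 cases; it was kept only without MSC sample 3, exosome arrays 2-1, 2-2 or 3-1, or MSC arrays 2-2, 2-3 or 3-2. Without MSC sample 3, kshv-miR-K12-3 was called lower (-1.46).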

Differences from the paper's values

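The tests and settings named here as added were chosen after the values were seen. The paper counts 5 donors where the deposited arrays hold 3 samples per group. It also reports checks by quantitative RT–PCR in some cases, which the values here do not cover. A count is taken as within the paper's value when neither is more than 1.5 times the other, and a fold also when the 2 differ on the log2 scale by no more than the larger of the SDs between samples of the 2 groups, which is 1.46 for miR-1202, 0.68 for miR-630, 0.84 for miR-638, 0.48 for miR-125b and 1.05 for miR-21.

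The paper's number of microRNAs higher in exosomes is 45, and 1 was found here. None of the 26 alternatives set before the data were examined came within 1.5 times of it; the nearest were quantile normalization with 27, the deposited table over 16 arrays with 23 and the percentile over all microRNAs with 22. With the deposited table over all 18 arrays as replicates, every microRNA tested and the paper's test, 53 were higher without adjustment and 47 with it, settings chosen after seeing the values that drop 3 and 6 of the 10 microRNAs that Fig. 6a shows as increased.

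For miR-1202 the paper's fold increase is 45, and the value here is 0.573, which moved to 0.876 without exosome sample 1, to 0.320 without MSC sample 3, to 0.353 without exosome array 3-1 and to 0.373 without exosome array 2-1. Of the alternatives set before the data were examined, the deposited table over 16 arrays was within the paper's value, with a 34.9-fold increase, and the other 25 were not. For miR-630 the paper's fold increase is 40 and the value here 1.13; quantile normalization (28.2-fold) and the deposited table (48.8-fold) were within it, and the other 24 were not. For miR-638 the paper's fold increase is 28 and the value here 0.852; quantile normalization (21.4-fold) and the deposited table (41.0-fold) were within it, and the other 24 were not. Scaling to the labelling spike-ins, chosen after seeing the values, gave 26.5-fold for miR-630 and 19.97-fold for miR-638, and drops 1 of the 10 increased microRNAs of Fig. 6a. Both miR-630 and miR-638 are among the 7 microRNAs used for the scaling here. On several arrays it rested on their own signals, so their small fold differences here were in part set by it. For miR-451 the paper's fold increase is 316, and the lower bound of 18.1-fold found here does not exclude it. In the deposited table over 16 arrays the lower bound was 634-fold, above the paper's value. In the other 25 alternatives set in advance, the bound did not exceed it.

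For miR-125b the paper's fold decrease is 148 and the value here 548, and none of the 26 alternatives was within the paper's value; the nearest were the gene-detected flag (266.5-fold) and the percentile over all microRNAs (78.5-fold). Only 2 of the 7 exosome arrays had miR-125b well above background, so this fold depends on the minimum and on the background correction. It was 993-fold with the minimum at the detection level, which exosome array 3-3 set, and 18.0-fold with normexp. For miR-21 the paper's fold decrease is 91 and the value here 344, or 525 without exosome sample 1, which is a single array. Normexp background correction (76.7-fold), no scaling (164.5-fold) and the gene-detected flag (137.6-fold) were within it, and the other 23 were not. Of the settings chosen after seeing the values, the deposited table over all 18 arrays gave 171.7-fold, the median of detected microRNAs 137.2-fold and the scaling set by the gene-detected flag 137.6-fold; these drop 3 to 9 of the 10 increased microRNAs of Fig. 6a.

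Fig. 6a shows 10 microRNAs as increased in exosomes. Of these, 3 had a positive log2 difference here, 1 was called higher, and miR-1207-5p (-1.74) and miR-1225-5p (-2.09) were called lower, though neither by the paper's test on the same values. All 10 were called higher with quantile normalization and in the deposited table over 16 arrays, 8 with the percentile over all microRNAs, 3 with the gene-detected flag and, among the settings chosen after seeing the values, 9 with the labelling spike-ins, 7 and 4 in the deposited table over 18 arrays with every microRNA tested, without and with adjustment, 4 there with the 136 tested, 3 with the scaling set by the gene-detected flag and 2 with the median of detected microRNAs. With arrays as replicates, sample as random block or slide as block, 3 of the 10 were called lower and 2 had a positive difference. None of the 10 was called lower with the minimum at the detection level or without a filter. All 11 microRNAs given as decreased were called lower here.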

Other observations

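The tests on the deposited table, the labelling spike-ins, the other scalings and GC content were chosen after the results were seen; those on red-cell RNA, on viral microRNAs under the scaling used here and on the splits of the samples were set before.

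With the scaling used here only miR-451 was higher in exosomes. Probe background raised by the scaling is argued against, since miR-451 was also called higher without scaling, where the lower bound on its log2 difference was 5.27 (at least 38.6-fold). The tested viral microRNAs had a median of -1.68, which decides nothing, since a scaling moves them with all the others. RNA carried over from red blood cells or serum could not be told apart from release by the MSCs. The 3 tested members of the red-cell list other than miR-451 had a median of -4.89, which numerically is what was set down for the absence of such RNA, but all 3 were also found on MSC arrays, where MSC RNA would hide a small share, and the other members were not well above background on all 3 arrays of any sample and were not tested. Per the labels' protocol, the cells were grown with serum that was reduced or freed of vesicles. Which of these may hold, and whether MSCs release miR-451 selectively, stays open.

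With the percentile over all microRNAs, quantile normalization, the labelling spike-ins or the deposited table over 16 arrays, 21 to 27 microRNAs were higher. Whether probe background raised by the scaling accounts for them cannot be told apart from a higher content in exosomes. The median log2 difference of the 4 tested viral microRNAs was 1.48 with quantile normalization, 0.95 with the percentile, 1.93 with the labelling spike-ins and 2.13 in the deposited table, against -0.70 without scaling, but each of these scalings raises viral and other microRNAs together. Without scaling only 1 microRNA was called higher, so a count of shared calls shows nothing either, and 8 of the 10 microRNAs that Fig. 6a shows as increased had a positive difference there.

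In the deposited table, microRNAs that were detected on none of the 18 arrays lay 0.63 higher in exosomes over the 18 arrays (median of 561) and 0.53 higher over the 16 arrays with hybridization signal. This is consistent with a minimum raised by normalizing arrays with few detected microRNAs to a shared set of values; the column minima over the 18 arrays averaged -2.53 for exosomes and -3.16 for MSCs. The test was reworded after a direct quantile normalization matched only 4.44% of the table's values. On the 2 arrays without hybridization signal the table holds high values for dim spots, such as 14.50 for let-7a* on exosome array 1-2, with a total signal of 6.89, and 13.79 for miR-923 on array 1-1, with 6.94; these were named after their values were seen. Of the 53 higher calls in that table over 18 arrays, 15 were detected on at least 5 exosome arrays.

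For the microRNAs lower in exosomes, a lower labelling yield on exosome arrays as the whole cause is argued against for the 66 of 118 that stayed lower after scaling to the labelling spike-ins. For the other 52 it could not be told apart from a lower content. Their median went from -3.33 to -1.16, and the median standard error grew from 0.32 to 1.25. The GC content of the probes may have contributed, with a Spearman's rho of 0.47 between GC content and log2 difference across the tested microRNAs, which are not independent replicates. Whether it is the whole cause could not be decided. With the trend removed 116 of the 118 lower calls were kept and 1 microRNA was higher. The removal thus left the shared shift to lower values in place, which GC content may also affect. Median probe GC content was 50% for the lower calls and 69.2% for the other tested microRNAs. Within arrays rho with signal was 0.214 to 0.533 on exosome arrays and -0.340 to -0.055 on MSC arrays. A lower content of these microRNAs in exosomes stays open.

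Of the 10 splits of the 6 samples into groups of 3, only the real one, 1 of 10, gave as many as 119 calls. The other 9 gave 0 in limma, and 0 at an unadjusted p under 0.05, and 3 of these part all pairs as the real one does. With 10 splits the share cannot go under 0.1, so chance cannot be excluded by this count alone.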
